# Dynamic transcriptome profiling towards understanding the morphogenesis and development of diverse feather in domestic duck

**DOI:** 10.1186/s12864-018-4778-7

**Published:** 2018-05-24

**Authors:** Jing Yang, Yanhua Qu, Yuan Huang, Fumin Lei

**Keywords:** Plumulaceous feather, Flight feather, Differentiation, Transcriptome, Duck

## Abstract

**Background:**

Feathers with complex and fine structure are hallmark avian integument appendages, which have contributed significantly to the survival and breeding for birds. Here, we aimed to explore the differentiation, morphogenesis and development of diverse feathers in the domestic duck.

**Results:**

Transcriptome profiles of skin owing feather follicle from two body parts at three physiological stages were constructed to understand the molecular network and excavate the candidate genes associated with the development of plumulaceous and flight feather structures. The venn analysis of differentially expressed genes (DEGs) between abdomen and wing skin tissues at three developmental stages showed that 38 genes owing identical differentially expression pattern. Together, our data suggest that feather morphological and structural diversity can be possibly related to the homeobox proteins. The key series-clusters, many candidate biological processes and genes were identified for the morphogenesis, growth and development of two feather types. Through comparing the results of developmental transcriptomes from plumulaceous and flight feather, we found that DEGs belonging to the family of WNT, FGF and BMP have certain differences; even the consistent DEGs of skin and feather follicle transcriptomes from abdomen and wing have the different expression patterns.

**Conclusions:**

Overall, this study detected many functional genes and showed differences in the molecular mechanisms of diverse feather developments. The findings in WNT, FGF and BMP, which were consistent with biological experiments, showed more possible complex modulations. A correlative role of HOX genes was also suggested but future biological verification experiments are required. This work provided valuable information for subsequent research on the morphogenesis of feathers.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4778-7) contains supplementary material, which is available to authorized users.

## Background

Avian feathers are branched integumentary appendages that play important roles in flight, protection, heat retention, communication, and mate attraction, due to they could form different structures in various body parts or at different phases during their life stages [1]. The prosperous feather diversities have contributed significantly to the rapid and extensive radiation of birds to become the dominant vertebrate [2]. As the most intricate integumentary appendages with diversiform shapes, arrangements and pigmentations, feathers are regarded as an excellent model for evolutionary and developmental biology research [3].

Feathers are divided into three main types of contour feathers (pennaceous), downy feathers (plumulacuous) and filoplumes. Contour feathers not only include the ordinary body contour feathers, but also flight feathers (remiges) and rectrices. Feather branching at three levels, the rachis, barbs and barbules offer more opportunities for diversity. Modulating their size, angle and symmetry generates complex feather forms. The downy feathers are radial symmetry, and their barbules do not possess the hooklets, hence a fluffy structure could be formed to keep body warm [4]. After processing, the downy feather is well suited for the production of down jacket. While strong flight feathers are left-right asymmetry, which have a larger pennacuous vane (barbules interlock with each other through hooklets), and a longer and thicker rachis for insertion deeper into the follicle. The structure of the flight feathers could anchor more securely to hold its aerodynamic function [5].

The morphogenesis of feather is initiated by the interplay of epithelia and subjacent mesenchayme and usually involves a series of dynamic cellular processes [2]. There are several key molecules that controlled the fundamental aspects of these processes, including growth factors and their receptors, cell adhesion molecules and their ligands, signal transduction molecules and transcription factors [6–10]. Recent studies of feather morphogenesis have concentrated on the molecular mechanisms underlying placode induction and feather bud formation. Little attention has been paid to the regulatory networks that pattern and define the morphogenesis of the elaborate feather structure. Only a handful of signal transduction molecules, cell junctions, feather keratins and other few genes have been reported to possibly involved in the formation of diverse feathers. Previous studies revealed that BMP and SHH signaling are involved in regulating the formation and balance among the rachis and barbs [7]. A feather morphogenesis model suggests that plumulaceous feather structure evolved by the establishment of activator-inhibitor interactions between SHH and BMP2 signaling in the basal epithelium of the feather germ [11]. In addition, the mis-expressed of *BMP4* would enhance the rachis formation and barbs fuse. When noggin (a BMP antagonist) is mis-expressed, the rachis is split and increased barb branching ensues [7]. Perturbing the gradient of *WNT3A* converts bilaterally symmetric feathers into radially symmetrical feathers [12]. The complex branching pattern of feathers may derive from the establishment of specific cell junctions among barb/barbules cells. Gap junctions serve in cell communication while tight junctions stabilize the complex branching of keratinized feather cells [13]. Feathers consist mainly of flexible corneous materials made of α- and β-keratin multigene families [14]. Ng et al. [15] suggested that feather keratins on chromosome 2 of *Gallus gallus* may have significant effects on the formation of stiff feather structures, and feather keratin on chromosome 25 may be required for softer textures. Furthermore, the crest phenotype is caused by a cis-acting regulatory mutation underlying the ectopic expression of *HOXC8* [16].

Domestic duck feathers provide an excellent system for studying the formation and development of morphological complexity because it has diverse forms in different body parts or at different phases during its whole life. Comprehensive cataloguing of gene expression changes of skin and follicle tissues of domestic duck at different physiological stages or body parts would be beneficial to further understand the complex structure of feathers. The availability of transcriptomic analysis provides an excellent opportunity to study gene expression patterns that potentially account for the diverse feather forms [17].

Our objective was to analyze the biological information regarding the transcriptional profiles of skin and follicles to further identify differentially expressed genes and key gene regulatory networks affecting the differentiation and development of diverse feathers through the domestic duck model. We characterized and quantified mRNAs that are expressed in the skin and follicles during feather development in Cherry Valley ducks at two parts of body (abdomen and inner side of the wing) during three stages of feather development. Two body parts of skin and follicles were selected to represent different feather types. We made three analyses: 1) the developmental transcriptomes of abdomen skin and follicles for capturing the functional genes and molecular events accounting for the morphogenesis and development of plumulaceous feather; 2) the developmental transcriptomes of inner side of the wing skin and follicles for obtaining the functional genes and molecular events associated with the morphogenesis and development of flight feather. 3) the comparisons of abdomen and wing skin transcriptomes at the same physiological stages for understanding the differentiation of plumulaceous feathers and flight feathers; Our work has firstly presented a large-scale genomics resource for understanding the evolution and morphogenesis of various feather types.

## Results

### Overview of RNA-Seq data

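Skin with feather follicles was taken from the abdomen, which carries plumulaceous (downy) feathers, and from the inner side of the wing, which carries flight feathers, of male Cherry Valley ducks, a commercial meat-type line. The samples were named EP, MP and LP for the abdomen and EF, MF and LF for the wing, at 3 days, 27 days and 6 months of age, with 2 libraries in each of the 6 groups. The authors mapped the read pairs to the Peking duck genome BGI_duck_1.0 with TopHat2 and counted them per gene with HTSeq, and the deposited values are these counts, without normalization, for every annotated gene in each of the 12 libraries. Total counts on genes were 13671325 and 14287707 in EP, 11210809 and 11894440 in MP, 15973313 and 15771757 in LP, 13639499 and 15432554 in EF, 13747188 and 13216919 in MF, and 15800851 and 15736849 in LF. The smallest abundance that these depths could show, 3 counts of the total, lay between 0.188 and 0.268 CPM, which are counts scaled to the library total, and this floor covers counting error only. Duck keratin genes took a share of the counts that differed between stages: the 38 genes that the paper's tables list as keratins held 0.495% of the counts in EP, 17.7% in MP and 0.160% in LP on average, and 0.646% in EF, 8.72% in MF and 0.308% in LF. Counts were scaled with edgeR's TMM method, whose factors ran from 0.838 in the second MP library to 1.19 in the first EF library, and abundances are given as TMM-scaled CPM. All 12 libraries entered one quasi-likelihood fit in edgeR over the 15103 genes that passed its expression filter, with a common dispersion of 0.0674, and a gene was called differentially expressed (a DEG) at an absolute log2 fold change above 1 and an adjusted p under 0.05. Fold changes are given as log2 with their standard error (SE), and the name of a comparison puts the group in the numerator first. On simulated counts of the same layout, the test recovered 91% of 200 genes that had been changed and called 10 unchanged genes. All simulated changes were well past the fold change threshold, in genes with a mean of at least 1 CPM. Smaller changes may be recovered less often. None of the 66 pairs of libraries held identical counts, and each library was taken as 1 replicate, as the labels give it. The libraries carry the numbers 1 and 2 in each group, and where a replicate block is reported, this pairing was taken from the labels alone. As a check of it, the deviations of the same-numbered libraries from their group means, in log CPM, were correlated across genes between the 2 groups compared, and this correlation is given beside each value from the block. With 2 libraries in a group the deviations mirror each other, so the opposite pairing gives the same correlation with the other sign. The check therefore cannot by itself show that equal numbers mark the same duck. In a multidimensional scaling of all libraries, the first axis held 51.3% of the variation and placed MP at 2.55 and 2.81 and MF at 2.44 and 2.43, against LP at -2.85 and -1.45 and LF at -2.71 and -2.70.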

A total of 12 libraries were sequenced from skin owing feather follicle tissues of six groups (*n* = 2 for each), including skin owing feather follicle tissues of the abdomen and inner side of the wing at three different physiological stages (3-day-old, 27-day-old and 6-month-old), representing the early growth plumulaceous feathers (EP), middle growth plumulaceous feathers (MP), late growth plumulaceous feathers (LP), early growth flight feathers (EF), middle growth flight feathers (MF) and late growth flight feathers (LF), respectively. About 4.00–4.36 Gb raw reads were produced for each library. After discarding low-quality reads, RNA-seq yielded from 42,914,954 to 47,459,658 clean reads with average about 97% Q20 bases for each sample, which were used for all further expression analysis. Among the total number of clean reads from 12 samples, 69.45 to 80.22% were successfully mapped against the reference Peking duck genome (Table 1). The percentage of the unique mapping reads is approximate 71.93% in each sample. Two issues that may be considered as possible reasons for the lower mapped rates are the draft assembling and annotation of Peking duck genome and evolutionary divergence between Cherry Valley duck and Peking duck. Gene structure analysis was performed for each group (Additional file 1: Figure S1), most of the clean reads (43.63–54.50%) were aligned to the exon regions of the reference genome, followed by the number of the clean reads matched to the 3’UTR and intergenic regions. Correlation of transcript expression level is a crucial indicator for the reliability of the experimental results and the rationality of sampling. The Pearson correlation coefficient between two biological replicates of six groups in this study had very high repeatability (i.e., all R^2^ ≥ 0.8804; Additional file 2: Figure S2).

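The squared Pearson correlation of CPM between the 2 libraries of a group, taken across all genes in the files, was 0.986 in EP, 0.888 in MP, 0.959 in LP, 0.948 in EF, 0.968 in MF and 0.924 in LF. These correlations run across genes within a pair of libraries, and genes are not independent replicates. The measure moved most with the log scale, on log2(CPM + 1), where MP reached 0.969, MF 0.989 and LF, then the lowest, 0.962. Without the 38 keratin genes, the value for MP was 0.849 and that for MF was 0.977. Restricted to the 13601 genes with a mean of at least 1 CPM over all libraries, the value for MP was 0.888.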

**Table 1:** Characteristics of the reads from 12 duck skin transcriptomes

Sample	Raw bases (Gb)	Q20 value (%)	GC content (%)	Raw reads	Clean reads	Total mapped reads	Unique mapped reads^a^
EP1	4.23	97.41	52	47,016,964	45,760,796	33,808,649 (73.88%)	32,354,205 (70.70%)
EP2	4.25	97.47	53	47,310,314	46,088,812	33,990,213 (73.75%)	32,496,607 (70.51%)
EF1	4.00	96.92	48	44,475,234	42,914,954	33,946,076 (79.10%)	32,667,856 (76.12%)
EF2	4.31	96.78	51	47,959,362	45,914,254	35,291,893 (76.86%)	33,725,136 (73.45%)
MP1	4.30	97.59	55	47,812,176	46,738,350	33,041,341 (70.69%)	29,841,803 (63.85%)
MP2	4.36	97.58	54	48,498,554	47,459,658	32,965,478 (69.46%)	28,966,738 (61.03%)
MF1	4.36	97.49	52	48,448,010	47,364,954	35,355,911 (74.65%)	32,808,228 (69.27%)
MF2	4.28	97.68	51	47,560,598	45,252,442	34,196,920 (75.57%)	31,667,123 (69.98%)
LP1	4.35	97.13	49	48,414,006	46,679,934	37,128,381 (79.54%)	35,833,060 (76.76%)
LP2	4.35	97.21	48	48,369,596	46,514,142	37,313,860 (80.22%)	35,996,537 (77.39%)
LF1	4.34	97.16	48	48,217,072	46,385,418	37,094,213 (79.97%)	35,737,770 (77.05%)
LF2	4.35	97.07	48	48,378,418	46,602,248	37,258,174 (79.95%)	35,878,071 (76.99%)

^a^Unique mapped reads, reads that matched the reference genome in only one position

### Pairwise differential expression analyses and validation of Solexa sequencing data

In this study, we used DEGseq to screen the differentially expressed genes (DEGs) to determine the differences in different feather types from different body parts or developmental stages. In the plumulaceous feather development, a total of 4756 genes were found to be DEGs; of these, 1333, 2614, 3231 genes were obtained in the comparison of MP *versus* EP, LP *versus* MP; LP *versus* EP, respectively. 

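Between the stages of the abdominal skin, 1776 genes were DEGs in MP versus EP, of which 1080 were higher and 696 lower in MP. In LP versus MP, 3307 genes were DEGs, 1480 of them higher and 1827 lower in LP. The comparison of LP versus EP gave 3867 DEGs, with 1735 higher and 2132 lower in LP. Together these comparisons held 5747 different genes. The alternative that moved the counts most was a test with random sampling error alone (counting noise without biological variation). It gave 4261, 5095 and 5805 DEGs in these comparisons, and it also scaled counts by library total, without TMM or the expression filter. With scaling by library size in place of TMM, the balance of directions turned in MP versus EP, to 828 higher and 1499 lower. The test with random sampling error gave 1604 and 2657 there. In LP versus MP, scaling by library size turned the balance to 1670 higher and 1619 lower. Neither balance turned under DESeq2 or with TMM factors made without the keratin genes. When the libraries with the same number were paired in a replicate block, the counts were 1752, 3241 and 3847, and the deviations of same-numbered libraries from their group means were correlated across genes, between the groups compared, at 0.0157, 0.0177 and -0.0952. The largest rise in MP versus EP was that of the feather keratin gene LOC101802602, at a log2 fold change of 10.61. The largest fall in LP versus MP was that of the keratin gene LOC101793061, at -16.58, an estimate limited by depth because its counts were 6185 and 11094 in MP and 0 in both LP libraries.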

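In the wing skin, 3659 genes were DEGs in MF versus EF, 2196 of them higher and 1463 lower in MF. LF versus MF gave 2698 DEGs, of which 1149 were higher and 1549 lower in LF. The largest number was that of LF versus EF, with 4861 DEGs, 2494 higher and 2367 lower in LF. This balance turned to 2135 higher and 2721 lower when counts were scaled by library size alone. The test with random sampling error, which also scales by library total, gave 2964 higher and 3803 lower. The union of these comparisons was 6945 genes, against 5747 in the abdomen. With random sampling error alone, the 3 counts rose to 5632, 4617 and 6767 and the union to 9791. In a replicate block of same-numbered libraries the counts were 3625, 2619 and 4830, and the deviations of same-numbered libraries from their group means had correlations of -0.0904, 0.0726 and 0.0788 between the groups compared. The largest rise in MF versus EF was that of the keratin gene LOC101793442, at a log2 fold change of 15.65, and the largest fall was that of LOC101802165, at -11.14.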

While in the process of the flight feather development, transcriptomic analyses identified a total of 5823 DEGs; of these, 2978, 2088, 4036 genes were screened in the comparison of MF *versus* EF, LF *versus* MF, LF *versus* EF, respectively. Transcriptomic analyses identified a total of 727, 96, 375 DEGs over 2-fold change that are possibly related to the differentiation of downy feather and flight feather in the comparisons of EF *versus* EP, MF *versus* MP, LF *versus* LP, respectively (Fig. 1). 

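Between wing and abdomen at the same stage, 974 genes were DEGs in EF versus EP, 310 of them higher and 664 lower in the wing. At the middle stage, MF versus MP gave 45 DEGs, 7 higher and 38 lower in the wing. LF versus LP gave 420 DEGs, of which 103 were higher and 317 lower. At an unadjusted p under 0.05, the numbers were 3879, 1076 and 2216 genes. The test with random sampling error moved the first 2 counts most as a ratio, with 3142, 1346 and 2067 in the 3 comparisons. It turned the balance towards the wing in each comparison, with 1594, 877 and 1121 genes higher there. Its scaling by library total and its lack of a filter also differ from the main test. With DESeq2 the counts were 1441, 237 and 833. In a replicate block of same-numbered libraries they were 1751, 183 and 852, and across genes the deviations of same-numbered libraries from their group means were correlated between wing and abdomen at 0.0649, 0.214 and 0.417. A fit of only the 4 libraries compared gave 872, 38 and 28 DEGs, which as a ratio is the largest move of LF versus LP and left it with the fewest. Under each of the other alternatives, the early stage had the most DEGs and the middle stage the fewest. The largest differences in EF versus EP included MYL3 at a log2 fold change of 8.44 and TCF21 at -8.08. All 8 tested skeletal muscle markers were higher in EF, 7 of them DEGs. Part of the differences of EF may therefore reflect more skeletal muscle in those samples. In MF versus MP the largest rises were those of POMC, 3.78, PENK, 3.73, and PHEX, 3.08.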

Ten DEGs were randomly selected for qRT-PCR quantification from the same RNA sample of MF and MP for the purpose of validating whether our sequencing and analysis were reliable. 

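Of the 10 genes that the authors measured by qPCR, 8 were lower and 2 higher in MF than in MP by the counts. HOXB3, on scaffold NW_004677837 of BGI_duck_1.0 from 273273 to 313906, changed by a log2 fold change of -4.12 (SE 0.45, adjusted p = 0.00269 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the same edgeR test, HOXB4 fell by 2.90 (SE 0.34, adjusted p = 0.00377), HOXB6 by 2.58 (SE 0.31, adjusted p = 0.00393) and FHL2 by 2.16 (SE 0.35, adjusted p = 0.0261) on the log2 scale, and these 4 genes passed the threshold. The other genes had log2 fold changes above 1 in size without passing the test. HOXB2 changed by -2.52, ACTG2 by -2.19, FGF13 by -1.79 and MGP by -1.46, while HOXD10 changed by 1.67 and EGFL6 by 1.76. Their adjusted p values in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment lay between 0.0597 for FGF13 and 0.225 for MGP. The spread between libraries was wide for ACTG2, at 3657 ± 1791 CPM (SD, n = 2) in MP and 800.0 ± 135 CPM (SD, n = 2) in MF. With same-numbered libraries paired in a replicate block, where their deviations from the group means were correlated between MF and MP at 0.214, 9 of the 10 genes passed, with MGP the exception (log2 fold change -1.46, adjusted p = 0.0691 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The qPCR measurements were not analysed here.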

In general, high linear correlations and Pearson correlation coefficient of fold-change (FC) values from the two methods indicated that our transcriptome sequencing was reliable and we can make reasonable deductions from the gene expression values generated from RNAseq (Additional file 3: Figure S3).

**Fig. 1:**
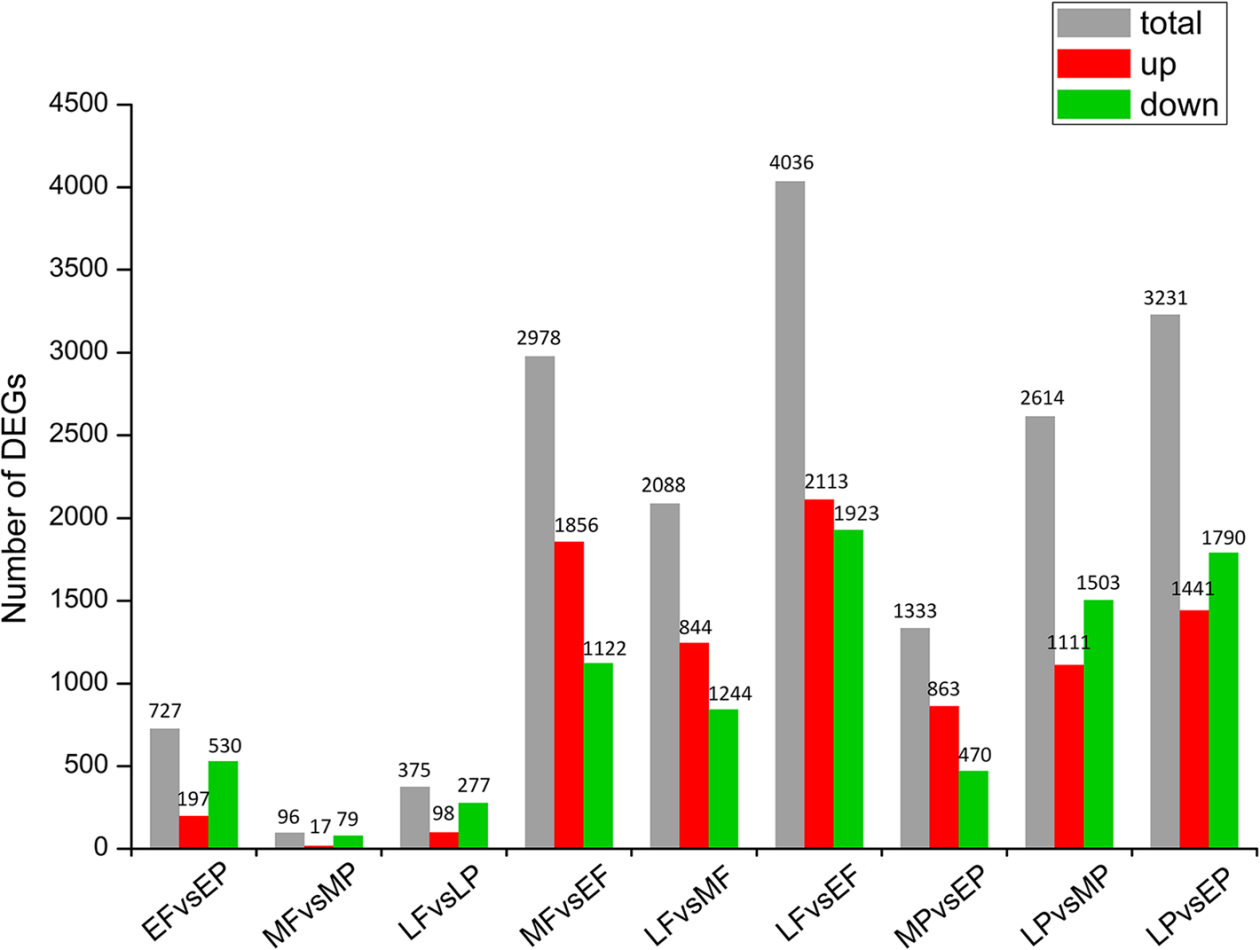
The number of differentially expressed genes between the comparison libraries. Total DEGs (grey), up-regulated genes (red), and down-regulated genes were presented by histogram

### Functional genes and molecular events accounting for the development and morphogenesis of plumulaceous feather

The downy feathers of ducks are widely used as the filling materials of the insulation clothing. It is of great significance to study the morphogenesis and development of the plumulaceous feathers and identify the candidate genes participated in the process of plumulaceous production. In this part, we did some further analyses about three abdomen skin and follicle transcriptomes at different physiological stages, including series-cluster analysis, functional annotation, gene-act-network and gene co-expression analysis.

#### Series-cluster analysis and functional annotation of the clusters

The expression patterns not only indicate the diverse and complex interactions among genes, but also suggest that genes with similar expression patterns may have similar functions in the feather molting and growth. In the plumulaceous feather libraries (P libraries), a total of 4756 genes were found to be DE (Additional file 4: Figure S4). Then 8 series-clusters were obtained based on the 4756 DEGs (Fig. 2a; Additional file 5: Table S1). Each gene cluster exhibited a distinctive expression pattern. Largest group of P libraries is cluster 4 with 1245 (26.2%) genes, which maintained a relative stable expression from stage 1 to stage 2, and then rose at stage 3. 

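Each of the 5747 DEGs of the abdominal skin was assigned to the profile, among the 8 model profiles of the paper, that its group means at EP, MP and LP, in CPM of the library total, correlated with best. Profile 4, which is stable from the early to the middle stage and then rises, held the most genes, 1490 (25.9%). Profile 1, an early fall followed by stability, held 1056 genes (18.4%) and profile 5, a rise at the middle stage followed by a fall, held 1051 (18.3%). Profile 0, a steady fall, held 756 genes (13.2%) and profile 3, stable and then falling, held 534 (9.29%). The smallest was profile 6, an early rise followed by stability, with 178 genes (3.10%). The share of profile 4 moved most, to 21.0%, when profiles were matched on log2 ratios, and it stayed the largest profile there. It also did so with the 1998 genes read from the paper's DEG tables, with no fold change threshold and with each library left out. Of 1998 genes read from the paper's supplementary table of plumulaceous profiles, which are part of its DEGs, 1957 (97.9%) were DEGs here. The FPKM values in that table equal the CPM of the deposited counts times a constant for each gene, with a largest deviation of 0.001%, so its profiles are not a separate measurement.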

GO enrichment analyses about 8 clusters were conducted for further understanding the gene expression pattern associated with the feather growth and development. Cluster 4 contained the largest number of DEGs that participate in the biological process of feather growth and development; these genes were associated with enriched GO terms including cell adhesion, epidermal growth factor receptor signaling pathway, axon guidance, extracellular matrix organization and BMP signaling pathway. Seven GO terms were enriched in cluster 3, including hair follicle development, epidermis development, WNT signaling pathway, keratinocyte differentiation, keratinization, skin development and epidermis morphogenesis. Meanwhile, no GO term that is associated with feather growth and development was enriched in cluster 6 (Fig. 2c).

**Fig. 2:**
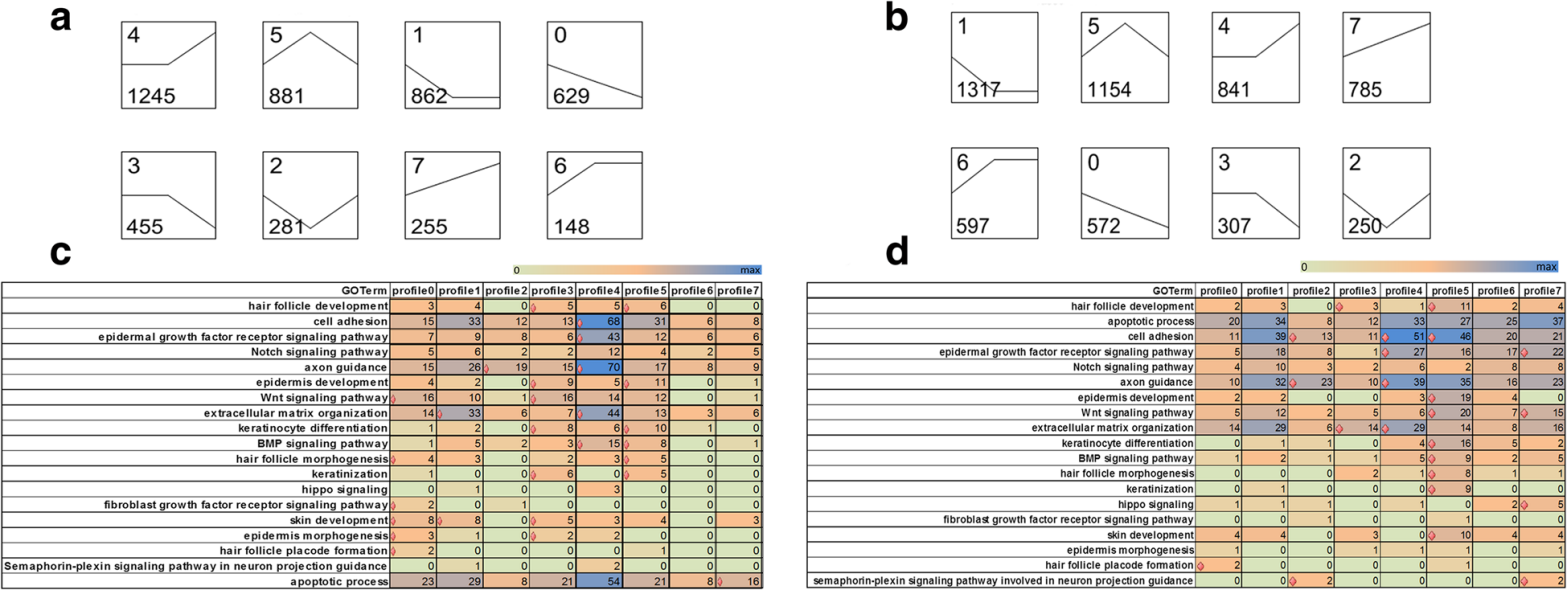
K-means clustering for DEGs in the P libraries or F libraries and GO functional enrichment analyses within clusters of two libraries. **a** K-means clustering for DEGs in the P libraries; **b** K-means clustering for DEGs in the F libraries; **c** Significant GO terms of DEGs in the P libraries associated with feather growth within 8 clusters; **d** Significant GO terms of DEGs in the F libraries associated with feather growth within 8 clusters. In the C and D, the x-axis is the type of cluster, y-axis is GO term associated with the feather development, the numbers in the rectangle indicates the number of DEGs participated in the GO term, diamond indicates enriched categories according to Fisher’s test (*p*-value ≤0.05)

#### GO and pathway analysis of DEGs in P libraries

The significant enriched GO terms (*p*-value < 0.05) involved in the plumulaceous feather development were determined from the DEGs of MPvsEP, LPvsMP and LPvsEP (See for full list of GO terms in Table 2). Keratinization, extracellular matrix organization, cell adhesion, hair follicle development, keratinocyte differentiation and hair follicle morphogenesis were all significantly enriched in the DEGs of MP/EP, LP/MP and LP/EP. Different KEGG pathways accounting for plumulaceous feather development were determined in 3 different comparison libraries (See for full list of KEGG pathway in Additional file 6: Table S2). These pathways are suggested to be important during the morphogenesis and growth of the plumulaceous feather in duck, including Adherens junction, MAPK signaling pathway, Hippo signaling pathway, Hedgehog signaling pathway, cell adhesion molecules (CAMs), ECM-receptor interaction, TNF signaling pathway, Jak-STAT signaling pathway, and Wnt signaling pathway.

**Table 2:** GO functional enrichment analysis related with feather development of the DEGs of MPvsEP, LPvsMP and LPvsEP

Tissue comparison	GO Term	Enricnment score	P-value
MPvsEP	extracellular matrix organization	1.71	0.0026
	keratinocyte differentiation	2.64	0.0064
	morphogenesis of a branching epithelium	12.48	0.0069
	cell adhesion	1.45	0.0087
	keratinization	3.29	0.0292
	neurotrophin signaling pathway	12.48	0.0299
	negative regulation of hair follicle development	12.48	0.0299
	hair follicle development	2.38	0.0302
	hair follicle morphogenesis	2.50	0.0477
	cellular response to epidermal growth factor stimulus	2.50	0.0478
LPvsMP	cell adhesion	1.57	1.99E-05
	keratinocyte differentiation	2.81	8.43E-05
	SMAD protein signal transduction	2.72	9.22E-05
	epidermis development	2.47	0.0001
	cell-matrix adhesion	2.17	0.0003
	extracellular matrix organization	1.56	0.0009
	epithelial to mesenchymal transition	2.75	0.0011
	hair follicle development	2.61	0.0012
	keratinization	3.53	0.0018
	integrin-mediated signaling pathway	1.91	0.0038
	hair follicle morphogenesis	2.64	0.0051
	BMP signaling pathway	1.97	0.0077
	Wnt signaling pathway	1.54	0.0098
	morphogenesis of an epithelium	2.44	0.0113
	epithelial cell differentiation	1.65	0.0380
	cell-cell adhesion mediated by integrin	4.06	0.0410
	cellular response to transforming growth factor beta stimulus	1.84	0.0456
LPvsEP	extracellular matrix organization	1.68	2.68E-05
	cell-matrix adhesion	1.89	0.0018
	cell adhesion	1.36	0.0021
	morphogenesis of an epithelium	2.51	0.0048
	keratinocyte differentiation	2.20	0.0069
	integrin-mediated signaling pathway	1.75	0.0079
	regulation of Notch signaling pathway	2.86	0.0208
	Wnt signaling pathway	1.42	0.0242
	keratinization	2.37	0.0330
	hair follicle morphogenesis	2.01	0.0373
	BMP signaling pathway	1.62	0.0417
	hair follicle development	1.79	0.0432

A global pathway net was constructed based on the significant pathways to illustrate the key pathways in the process of plumulaceous feather development (Additional file 7: Figure S5). Adherens junction and Wnt signaling pathway were considered to be the most important node in the net because the component exchanges with other pathways were strongly dependent on its existence. Adherens junction, one of the cell junctions, exists in the different types of epithelial cell (including hair follicle epithelium) [18]. In the process of hair follicle morphogenesis and development, Wnt pathway plays an essential role during hair follicle induction and is considered to be master regulator during hair follicle morphogenesis [19].

#### Gene-act-network

After functional analysis, it is important to explore the relationships among the DEGs involved in the aforementioned biological processes. 

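All 21 signalling genes that the paper names in this network were DEGs in at least 1 comparison between stages of the abdominal skin, and 19 were under a filter of at least 10 counts in every library. The 6 Wnt ligands that were DEGs all fell in LP versus MP past the threshold, and none turned under an alternative scaling. WNT6 was at 12.5 ± 5.17 CPM (SD, n = 2) in EP, 5.51 ± 1.98 in MP and 0.944 ± 0.053 in LP, a log2 fold change of -3.71 in LP versus EP (SE 0.47, adjusted p = 0.000312 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). WNT5A stood at 58.2 ± 4.79 CPM in EP, 38.2 ± 9.61 in MP and 16.0 ± 2.90 in LP, and WNT10A, on scaffold NW_004677140 from 14054 to 23485, averaged 19.0, 15.7 and 2.66 CPM. WNT16 had a peak of 23.6 ± 2.02 CPM (SD, n = 2) in MP between 1.44 ± 0.300 in EP and 0.934 ± 0.531 in LP. Its log2 fold change was 4.03 in MP versus EP (SE 0.58) and -4.64 in LP versus MP (SE 0.61). CTNNB1, which encodes beta-catenin and lies on scaffold NW_004676826 from 515367 to 524187, rose at the middle stage from 355 ± 27.4 CPM to 710.5 ± 55.7 CPM, and returned to 291 ± 38.3 CPM in LP (SD, n = 2). The rise of CTNNB1 was a log2 fold change of 1.00 (SE 0.23, edgeR's adjusted p = 0.0143 after Benjamini-Hochberg adjustment) and fell short of the fold change threshold at 0.75 when counts were scaled by library size alone. BAMBI, a pseudoreceptor that blocks BMP and activin signals, rose from 4.94 ± 0.323 to 73.0 ± 20.3 CPM and fell to 4.18 ± 0.383 CPM (SD, n = 2). Among the inhibitors of Wnt signalling, DKK1 changed by -3.61 in MP versus EP and WIF1 by -2.55 in LP versus MP. The transcription factor LEF1 changed by -2.06 in LP versus MP, and AXIN2, on scaffold NW_004676747 from 1001433 to 1024843, by -1.41 in LP versus EP.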

In the gene interaction network, a wide variety of Wnt family (*WNT5A*, *WNT5B*, *WNT6*, *WNT10A*, *WNT11*, *WNT16*), and its receptors of frizzled protein (*FZD1*, *FZD2*, *FZD3*, *FZD5*, *FZD7*, *FZD8*, *FZD10*) and DKK protein (*DKK1*, *DKK2*), *CTNNB1*, *AXIN2*, *BAMBI*, *WIF1*, *TCF7L1*, *LEF1* were involved in the key pathways that previously mentioned including Wnt signaling pathway and adherens junction (Fig. 3a). *WNT5A* is confirmed to express almost in the mesenchymal and epidermal cell before the feather bud formation, and is a target of SHH in hair follicle morphogenesis [20]. The quantity of downy feather is mainly affected by the follicles development in birds, *WNT6* plays a key role in follicular development as an intercellular signaling molecule, and its polymorphism is also related to the follicle development in Chinese indigenous Wanxi-white goose [21]. Common polymorphisms in *WNT10A* have effects on the morphology of ectodermal appendages, including tooth and hair [22]. Frizzled proteins, a G protein-coupled receptor family, mainly have functions in three distinct signaling pathways (canonical Wnt/β-catenin pathway, Wnt/calcium pathway and planar cell polarity (PCP) pathway) [23]. 

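The files hold 10 genes of the Frizzled family (FZD1 to FZD10), and 8 of them were DEGs in at least 1 comparison between stages of the abdominal skin. This number was the same under every alternative that was run for it, and leaving out each library was not. FZD10 changed most, from 7.55 ± 1.12 CPM (SD, n = 2) in EP to 68.0 ± 29.2 in MP and 2.76 ± 1.93 in LP. Its log2 fold change was 3.17 in MP versus EP (SE 0.43, adjusted p = 0.000707) and -4.61 in LP versus MP (SE 0.47, adjusted p = 4.84e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. FZD6 also peaked at the middle stage, at 96.1 ± 35.3 CPM against 38.4 ± 5.88 in EP and 43.8 ± 9.71 in LP (SD, n = 2), a log2 fold change of 1.32 and then -1.13. FZD3 averaged 8.95, 15.3 and 2.88 CPM in EP, MP and LP. FZD2 dropped early, with a log2 fold change of -2.28 in MP versus EP. The falls of FZD1, FZD7 and FZD8 were seen in LP versus EP, at -1.21, -1.31 and -1.86, and that of FZD5 in LP versus MP, at -1.41. FZD4 and FZD9 did not pass the threshold in any of the 3 comparisons, and the largest change of FZD9 was -0.82 in LP versus EP (SE 0.31, adjusted p = 0.0584 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).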

In this part, seven of ten Frizzled proteins have expressed differently in the three stages of down feather development. Furthermore, we found that *FZD1*, *FZD3*, *FZD7* and *FZD8* have complex interactive relationships with other genes through gene-act-network analysis. Whether Frizzled proteins are related to the growth and development of downy feather is an interesting question that will be explored in future study. Dkk2/Frzb, an inhibitor for Wnt signaling, could regulate the feather regeneration [24]. In Fig. 3a, *CTNNB1*, which encode β-catenin, is located in the center of gene-act-network. In the morphogenesis of feather, β-catenin plays a significant role in the formation of feather bud [25].

**Fig. 3:**
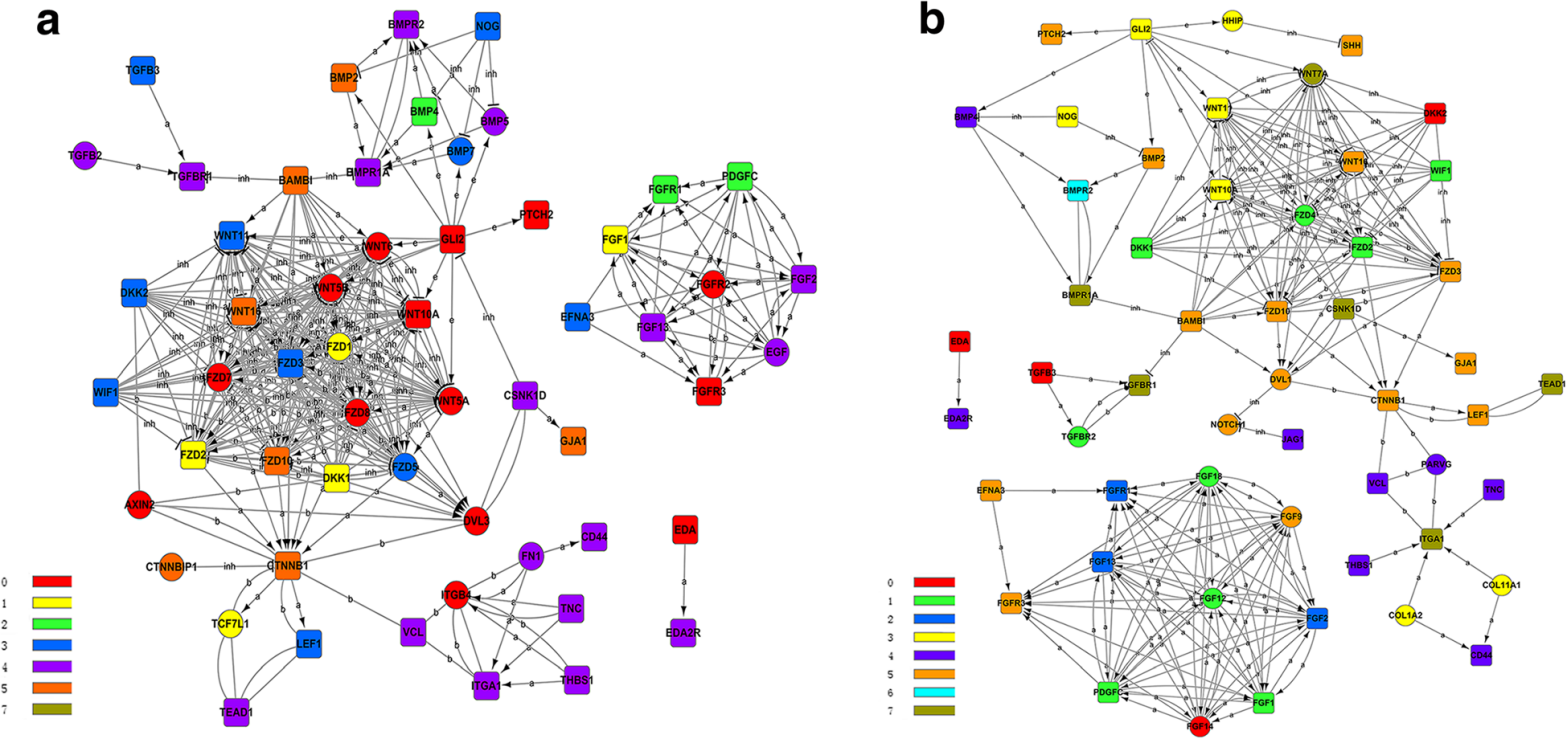
Gene-act-network analyses of candidate genes involved in the feather development. **a** Gene-act-network of candidate genes from abdomen skin and follicle transcriptomes; **b** Gene-act-network of candidate genes from wing skin and follicle transcriptomes; Different colours of genes indicate they belong to different clusters

#### Gene-co-expression

Alternatively, we performed the gene co-expression net-work analysis of DEGs in the P libraries (Fig. 4a, Table 3). 

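All 30 keratin genes of Table 3 had their highest mean CPM in MP and followed profile 5, a rise at the middle stage and a fall after it. In MP versus EP, 29 of them were DEGs with higher counts in MP, and the log2 fold changes ran from 1.42 for LOC101794547 to 10.61 for LOC101802602 with a median of 7.80. In LP versus MP all 30 were DEGs with lower counts in LP, from -16.58 for LOC101793061 to -1.35 for LOC101794547, with a median of -10.38. These directions were the same under scaling by library size and under DESeq2. The summed counts of the 30 genes were 42531 and 37507 in the EP libraries, 1750209 and 2284801 in MP, and 7420 and 23993 in LP. The 2 LP libraries differed, with no count for 20 of the genes in the first and for 3 in the second, and their median log2 difference over the 30 genes was 2.52. In LP versus EP, 9 of the genes were DEGs, all lower in LP, with a median log2 fold change of -2.28 over the 30. Feather keratin genes are close paralogs, and the authors' counting could have split or dropped reads that fit several of them. The value of a single keratin gene is therefore less certain than their sum. Dropped reads would lower the sum as well, and by the paper's mapping values the share of reads without a unique position was highest in MP. The K-core numbers of Table 3, which rank genes by their connections in a co-expression network, were not recomputed.

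**Figure D1:**
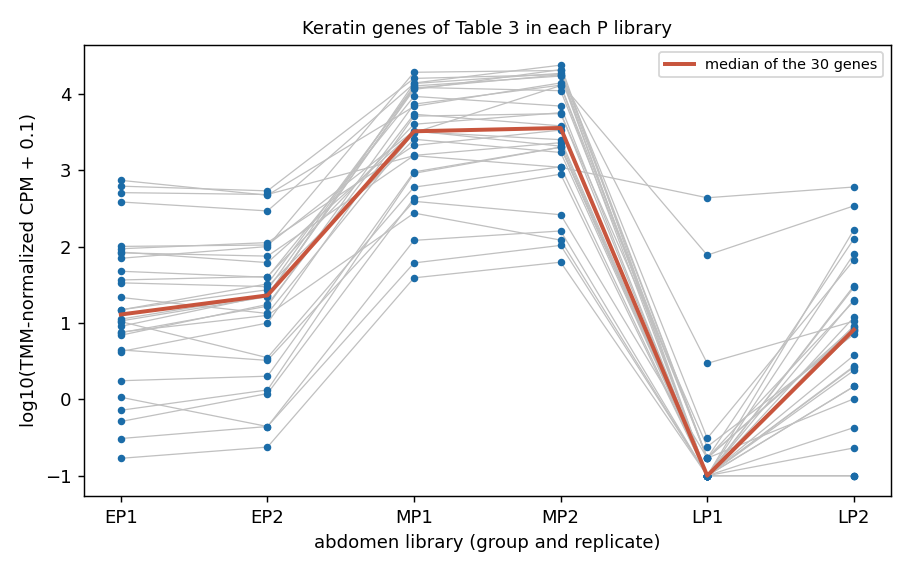
TMM-scaled abundance, as log10(CPM + 0.1), of the 30 keratin genes of Table 3 in each of the 6 libraries of the abdominal skin, with the median of each library as a red line. The MP libraries lie highest, and 20 of the genes have no count in the first LP library against 3 in the second.

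The paper calls the genes with the highest K-core possibly the key genes. From the number of keratins among them, it infers that feather keratins are significant as plumulaceous feathers grow and develop.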

There are 35 genes with highest K-core values (K-core = 34) in the gene co-expression analysis, which possibly are the key genes involved in the plumulaceous feather; of these, 30 of 35 are keratins or keratin-associated proteins (including 4 α-keratins, 2 KAPs, 1 β-keratin and 23 feather keratins), thus indicating that feather keratins play significant roles in the growth and development of plumulaceous feather. In addition, five other genes also have highest K-cores in this part, including *BMP4*, *GJA1*, *PDGFC*, *WNT16* and *BAMBI*. 

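The 5 signalling genes listed beside the keratins each changed between stages. GJA1, a gap junction gene on scaffold NW_004676827 from 978769 to 988171, rose from 396.5 ± 53.5 CPM (SD, n = 2) in EP to 4624 ± 2011 in MP and fell to 312 ± 49.1 in LP. Its log2 fold changes were 3.54 (SE 0.38, adjusted p = 0.000169) in MP versus EP and -3.89 (SE 0.39, adjusted p = 4.33e-05) in LP versus MP by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. BAMBI and WNT16 had the same course, with log2 fold changes of 3.88 and 4.03 in MP versus EP and of -4.12 and -4.64 in LP versus MP. PDGFC moved the other way, from 96.9 ± 14.3 CPM to 42.5 ± 1.27 and back to 111.5 ± 11.3 (SD, n = 2), with log2 fold changes of -1.19 and 1.39. BMP4 was lowest in MP, at 33.0 ± 4.69 CPM against 58.5 ± 23.3 in EP and 68.1 ± 1.91 in LP, and passed the threshold only in LP versus MP (log2 fold change 1.05, SE 0.31, edgeR's adjusted p = 0.0280 after Benjamini-Hochberg adjustment).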

*PDGFC* (platelet derived growth factor C) could enhance the feather growth and its receptor expressed in feather collar [26]. Gene co-expression analysis could find out the key genes that may regulate the growth and development of downy feather, which enriched the comprehensive understanding of plumulaceous growth from the aspect of omics.

**Fig. 4:**
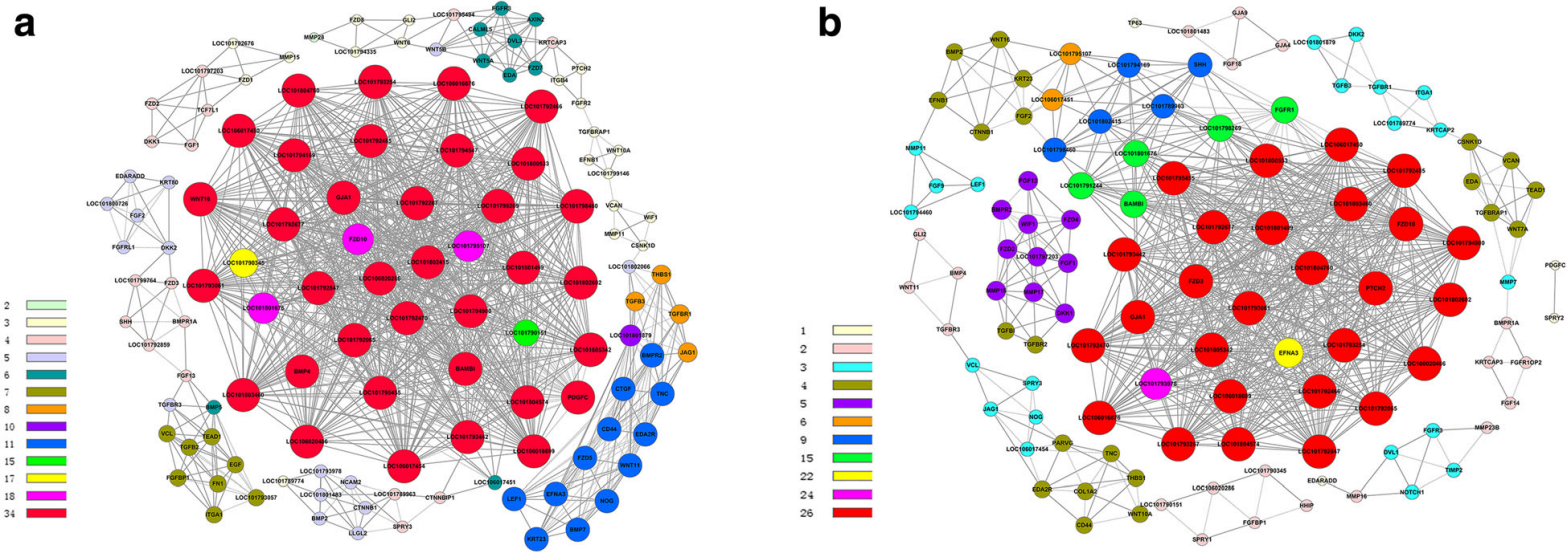
Co-expression analyses of candidate genes involved in the feather development. **a** Co-expression analysis of candidate genes from P libraries; **b** Co-expression analysis of candidate genes from F libraries. Different colours of genes indicate they belong to different clusters

**Table 3:** 35 genes with highest K-core value of candidate genes involved in the development of plumulaceous feathers

GeneID	Description	Degree	K-core
*BMP4*	Bone morphogenetic protein 4	40	34
*GJA1*	Gap junction protein	39	34
*LOC101792485*	Feather keratin 1	39	34
*LOC101794169*	Keratin, type I cytoskeletal 19	39	34
*LOC101794547*	Keratin, type I cytoskeletal 9-like	39	34
*LOC101798269*	Feather keratin 1	39	34
*LOC101798460*	Feather keratin 1-like	39	34
*LOC101802415*	Feather keratin 1	39	34
*LOC106020286*	Keratin-associated protein 19–2-like	39	34
*PDGFC*	Platelet-derived growth factor C	39	34
*WNT16*	Protein Wnt-16	39	34
*BAMBI*	BMP and activin membrane-bound inhibitor homolog	38	34
*LOC101792677*	Feather beta keratin	38	34
*LOC101803460*	Feather keratin 1	38	34
*LOC101793061*	Feather keratin 1	37	34
*LOC101801499*	Feather beta keratin	37	34
*LOC106020486*	Feather beta keratin-like	36	34
*LOC101792065*	Feather keratin Cos2–3-like	34	34
*LOC101792267*	Feather keratin Cos1–2	34	34
*LOC101792466*	Feather keratin Cos1–2-like	34	34
*LOC101792470*	Feather keratin 2	34	34
*LOC101792847*	Feather beta keratin	34	34
*LOC101793254*	Fether keratin 1-like	34	34
*LOC101793442*	Feather keratin 1	34	34
*LOC101794900*	Keratin, type I cytoskeletal 15	34	34
*LOC101795455*	Feather beta keratin	34	34
*LOC101800533*	Keratin, type II cuticular Hb4	34	34
*LOC101802602*	Feather keratin Cos2–3	34	34
*LOC101804574*	Feather keratin Cos1–1/Cos1–3/Cos2–1	34	34
*LOC101804760*	Feather keratin Cos2–3-like	34	34
*LOC101805342*	Feather keratin Cos1–1/Cos1–3/Cos2–1-like	34	34
*LOC106016676*	Feather keratin Cos1–1/Cos1–3/Cos2–1	34	34
*LOC106017450*	Keratin-associated protein 5–5-like	34	34
*LOC106017454*	Feather keratin 4-like	34	34
*LOC106018699*	Beta-keratin-related protein-like	34	34

### Functional genes and molecular events accounting for the development and morphogenesis of flight feather

The flight feather is an unparalleled structure, which has two contradictory characters; flight feather consists of light material and it could withstand strong air resistance when birds fly. Flight feather is the best research material for evolutionary biology and developmental biology. In this part, same methods were used to clarify the functional genes and molecular events associated with the development and morphogenesis of flight feather.

#### Series-cluster analysis and functional annotation of the clusters

To better understand the significant expression pattern related to the growth and development of flight feather, same analysis was conducted based on the 5823 DEGs (F libraries) and 8 clusters were also achieved (Additional file 8: Table S3). 

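The 6945 DEGs of the wing skin were assigned to the same 8 profiles from their group means at EF, MF and LF. Profile 1, a decline from the early to the middle stage and stability after it, held the most genes, 1598 (23.0%). It was followed by profile 5, a rise and a fall, with 1322 genes (19.0%) and profile 4, a late rise, with 1123 (16.2%). Profile 7, a steady rise, held 872 genes (12.6%), profile 0, a steady fall, 689 (9.92%), and profile 6, an early rise, 659 (9.49%). The smallest was profile 2, a fall followed by a return, with 302 genes (4.35%). With matching on log2 ratios the share of profile 1 was 17.3%, its lowest value, and it remained the largest profile there. It also did so with the 1998 genes read from the paper's DEG tables, with no fold change threshold and with each library left out. Among 1998 genes read from the paper's supplementary table of flight feather profiles, again part of its DEGs, 1965 (98.4%) were DEGs here.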

Largest group of F libraries is cluster 1 with 1317 (22.6%) genes; the expression levels in this cluster declined gradually from stage 1 to stage 2, and maintained a relative stable expression from stage 2 to stage 3 (Fig. 2b). However, there is no GO term concerned with feather morphogenesis that was enriched in cluster 1 and 6. While cluster 5 contained the largest number of DEGs that participate in the biological process of feather growth and development, as well as the most significant GO terms; these GO terms included hair follicle development, cell adhesion, epidermis development, WNT signaling pathway, keratinocyte differentiation, BMP signaling pathway, hair follicle morphogenesis, keratinization and skin development (Fig. 2d).

#### GO and pathway analysis of DEGs in F libraries

The significant enriched GO terms were identified through different comparisons (See for full list of GO terms in Table 4). Intracellular signal transduction was significantly enriched in the DEGs of MF/EF, LF/MF, LF/EF. Likewise, KEGG pathway related to flight feather development were also recognized (See for full list of KEGG pathway in Additional file 9: Table S4), including MAPK signaling pathway, VEGF signaling pathway, Jak-STAT signaling pathway, Focal adhesion, ECM-receptor interaction, TNF signaling pathway, cell adhesion molecules (CAMs), adherens junction and NF-kappa B signaling pathway.

**Table 4:** GO functional enrichment analysis related with feather development of the DEGs of MFvsEF, LFvsMF and LFvsEF

Tissue comparison	GO Term	Enricnment score	P-value
MFvsEF	keratinocyte differentiation	2.38	0.0008
	anterior/posterior pattern specification	1.71	0.0078
	epidermis development	1.80	0.0138
	hair follicle development	2.05	0.0146
	intracellular signal transduction	1.27	0.0204
	keratinization	2.55	0.0230
LFvsMF	cell adhesion	1.78	5.01E-07
	extracellular matrix organization	1.87	1.87E-05
	integrin-mediated signaling pathway	2.41	0.0002
	cell-matrix adhesion	2.21	0.0008
	multicellular organismal development	1.36	0.0010
	axon guidance	1.47	0.0010
	keratinization	3.77	0.0026
	keratinocyte differentiation	2.45	0.0029
	epidermis development	2.08	0.0072
	epithelial to mesenchymal transition	2.30	0.0176
	hair follicle morphogenesis	2.39	0.0256
	intracellular signal transduction	1.28	0.0403
	anatomical structure formation involved in morphogenesis	2.28	0.0420
LFvsEF	extracellular matrix organization	1.44	0.0018
	integrin-mediated signaling pathway	1.73	0.0049
	cell-matrix adhesion	1.61	0.0130
	intracellular signal transduction	1.21	0.0331

#### Gene-act-network

Gene-act-network was constructed to ascertain the relations among the DEGs in F libraries (Fig. 3b). 

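BMP2 peaked at the middle stage in the wing skin, at 46.9 ± 1.54 CPM (SD, n = 2) in MF against 18.3 ± 3.20 in EF and 8.96 ± 5.52 in LF. Its log2 fold change was 1.36 in MF versus EF (SE 0.39, adjusted p = 0.0217) and -2.39 in LF versus MF (SE 0.41, adjusted p = 0.00168) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. BMP4 stood at 55.5 ± 20.2 CPM in EF, 49.8 ± 8.26 in MF and 99.7 ± 11.0 in LF (SD, n = 2). The rise of BMP4 in LF versus MF, a log2 fold change of 1.00 (SE 0.31), lay at the threshold and fell short of it at 0.98 in a fit of only the 4 libraries compared. Both receptor genes rose with age. BMPR2, on scaffold NW_004676788 from 2816995 to 2922589, went from 110 ± 35.6 CPM in EF to 425 ± 34.1 in MF and 445 ± 38.6 in LF (SD, n = 2), a log2 fold change of 1.94 in MF versus EF. BMPR1A, on scaffold NW_004677859 from 1617163 to 1684957, reached 148 ± 1.93 CPM in LF from 64.1 ± 30.9 in EF (log2 fold change 1.21, SE 0.31, edgeR's adjusted p = 0.00922 after Benjamini-Hochberg adjustment).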

In this gene interaction network, we could find that few DEGs belong to BMP families were screened in F libraries, including *BMP2*, *BMP4*, *BMPR2* and *BMPR1A*. *BMP2* is expressed in the posterior region of the feather buds. BMP and SHH pathways are involved in regulating the formation and balance among the rachis and barbs. A wide variety of WNT family (*WNT7A*, *WNT10A*, *WNT11*, *WNT16*, *FZD2*), and its receptors of frizzled protein (*FZD2*, *FZD3*, *FZD4*, *FZD10*) and DKK protein (*DKK1*, *DKK2*), as well as DEGs belong to FGF family (*FGF1*, *FGF2*, *FGFR1*, *FGFR3*, *FGF9*, *FGF12*, *FGF13*, *FGF14*, *FGF18*) were determined in the F libraries. 

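All 23 signalling genes that the paper names in the flight feather network were DEGs in at least 1 comparison between stages of the wing skin, and 16 were under a filter of at least 10 counts in every library. FZD10 rose from 4.38 ± 0.583 CPM (SD, n = 2) in EF to 74.96 ± 14.3 in MF and fell to 3.01 ± 0.454 in LF. Its log2 fold changes were 4.09 (SE 0.45, adjusted p = 0.000136) and -4.63 (SE 0.47, adjusted p = 5.56e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. FZD3 also peaked in MF, at 17.7 ± 1.05 CPM between 5.63 ± 0.142 and 5.66 ± 3.13. FZD2 and FZD4 declined from the early stage, with log2 fold changes of -2.27 and -1.39 in MF versus EF. Of the Wnt ligands, WNT11 averaged 18.3, 22.8 and 4.48 CPM in EF, MF and LF, and WNT16 averaged 4.47, 10.8 and 2.71 CPM. WNT7A was the ligand that rose past the threshold, by a log2 fold change of 1.38 in LF versus EF (SE 0.40, edgeR's adjusted p = 0.0161 after Benjamini-Hochberg adjustment). The inhibitor DKK2 changed by -2.85 in LF versus EF and DKK1 by -3.50 in MF versus EF. Among the FGF genes, FGF1, on scaffold NW_004677279 from 5821 to 25201, changed by -2.87 in MF versus EF. FGF13 fell to 2.32 CPM in MF from 6.57 CPM and then rose to 11.6 CPM in LF, while FGFR3 had its highest mean, 125.5 CPM, in MF.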

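HHIP, which encodes an inhibitor of hedgehog signalling and lies on scaffold NW_004676648 from 799833 to 864224, was a DEG in LF versus MF (log2 fold change -1.62, SE 0.47, adjusted p = 0.0294 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the wing its abundance was 39.4 ± 14.9 CPM in EF, 54.7 ± 1.42 in MF and 17.9 ± 12.4 in LF (SD, n = 2). In the abdomen it went from 35.5 ± 3.16 CPM in EP to 21.1 ± 10.2 in MP and 16.9 ± 5.59 in LP (SD, n = 2), and the largest change, -1.07 in LP versus EP, did not pass the test (edgeR's adjusted p = 0.0988 after Benjamini-Hochberg adjustment). DVL1, a component of Wnt signalling, passed the threshold in both body parts. It rose by 1.84 in MF versus EF (SE 0.25), from 12.4 ± 0.480 to 44.6 ± 4.43 CPM, and by 1.07 in MP versus EP (SE 0.24, edgeR's adjusted p = 0.0127 after Benjamini-Hochberg adjustment), from 20.7 ± 2.97 to 43.5 ± 6.16 CPM. When counts were scaled by library size alone, the change of DVL1 in MP versus EP was 0.82, short of the threshold. The difference between the body parts in the change over time was tested as an interaction, and edgeR's adjusted p was 0.464 for HHIP and 0.424 for DVL1 (quasi-likelihood test with Benjamini-Hochberg adjustment). That fit had no replicate block, and values from the block are not reported for these interactions.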

Some particular DEGs (such as *HHIP* and *DVL1*) were identified only in F libraries comparing with P libraries. *HHIP* interact with hedgehog family to regulate the hedgehog signaling of several cell types [27].

#### Gene-co-expression

Gene co-expression net-work analysis of DEGs of F libraries was constructed (Fig. 4b, Table 5). Core genes with the highest degrees connect with most adjacent genes in the network and are frequently identified as key indicators. 

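The 24 keratin genes of Table 5 all followed profile 5 in the wing skin, with their highest mean CPM in MF. Every one was a DEG in MF versus EF, with log2 fold changes from 3.01 to 15.65 and a median of 9.95, and in LF versus MF, from -19.65 to -2.65 with a median of -15.95. The directions did not change with the scaling used. Summed over the 24 genes, the abundance was 749.9 and 683.9 CPM in the EF libraries, 60389.4 and 65134 CPM in MF, and 62.3 and 52.1 CPM in LF. In LF, 15 of the genes had no count in the first library and 16 in the second, and in EF the numbers were 3 and 2, so the size of these fold changes depends in part on the small prior count that edgeR adds. In LF versus EF, 13 of the genes were DEGs with lower counts in LF. The paralogy of the feather keratins limits the value of a single gene, and may lower the sum, here as in the abdomen. From the keratins among the genes with the highest K-core, the paper infers that feather keratins are also important as flight feathers grow and develop.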

There are 29 genes with highest k-core values in the gene co-expression analysis; of these, 24 are keratins or keratin-associated proteins, thus indicating that feather keratins also take important roles in the growth and development of flight feather, as well as in the plumulaceous feather. In addition, five other genes also have highest K-cores in this part, including *GJA1*, *FZD3*, *FZD10*, *PICH2* and *EFNA3*. 

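GJA1 rose in the wing from 337 ± 113 CPM (SD, n = 2) in EF to 2119 ± 143 in MF and returned to 350.1 ± 37.7 in LF, with log2 fold changes of 2.65 (SE 0.37, adjusted p = 0.000506) and -2.60 (SE 0.37, adjusted p = 0.000542) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. FZD3 and FZD10 rose by 1.65 and 4.09 in MF versus EF and fell by 1.65 and 4.63 in LF versus MF on the log2 scale. The ephrin gene EFNA3 had a low abundance, at 2.12 ± 0.125 CPM in EF, 6.00 ± 0.722 in MF and 2.48 ± 0.477 in LF (SD, n = 2). Its change was 1.50 in MF versus EF (SE 0.40, edgeR's adjusted p = 0.0144 after Benjamini-Hochberg adjustment).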

Repression of Hh (Hedgehog) signaling through a dynamic *PTCH1* and *PTCH2* regulatory network is a crucial event in lineage fate determination in the skin [28]. *FZD3 and FZD10* encode Wnt receptors, and the research has shown that *FZD*10 is also expressed in the feather bud [29]. In addition, *FZD3* and *FZD10* also have relationships with several the other genes in the gene-act-network; hence we speculate that *FZD3* and *FZD10* may have certain effect on the growth and development of the flight feather.

**Table 5:** 29 genes with highest K-core value of candidate genes involved in the development of flight feather

GeneID	Description	Degree	K-core
*LOC101794900*	keratin, type I cytoskeletal 15	34	26
*PTCH2*	Protein patched homolog 2	34	26
*FZD10*	Frizzled-10	33	26
*LOC101792485*	feather keratin 1	33	26
*LOC101792677*	feather beta keratin	33	26
*LOC101792847*	feather beta keratin	33	26
*LOC101801499*	feather beta keratin	33	26
*LOC101803460*	feather keratin 1	33	26
*LOC106020486*	feather beta keratin-like	33	26
*FZD3*	Frizzled-3	32	26
*GJA1*	Gap junction alpha-1 protein	32	26
*LOC101800533*	keratin, type II cuticular Hb4	32	26
*LOC101792065*	feather keratin Cos2–3-like	28	26
*LOC101792267*	feather keratin Cos1–2	28	26
*LOC101792466*	feather keratin Cos1–2-like	28	26
*LOC101792470*	feather keratin 2	28	26
*LOC101793061*	feather keratin 1	28	26
*LOC101793254*	feather keratin 1-like	28	26
*LOC101793442*	feather keratin 1	28	26
*LOC101795455*	feather beta keratin	28	26
*LOC101802602*	feather keratin Cos2–3	28	26
*LOC101804574*	feather keratin Cos1–1/Cos1–3/Cos2–1	28	26
*LOC101804760*	feather keratin Cos2–3-like	28	26
*LOC101805342*	feather keratin Cos1–1/Cos1–3/Cos2–1-like	28	26
*LOC106016676*	feather keratin Cos1–1/Cos1–3/Cos2–1	28	26
*LOC106017450*	keratin-associated protein 5–5-like	28	26
*LOC106018699*	beta-keratin-related protein-like	28	26
*LOC101793978*	keratin, type I cytoskeletal 14-like	25	24
*EFNA3*	Ephrin-A3	22	22

## Discussion

### Developmental transcriptomes comparisons between plumulaceous feather and flight feather

The developmental transcriptomes of two different body parts were compared to do further research of the growth and development differences between plumulaceous feather and flight feather. Many biological processes were both enriched in the DEGs from P and F libraries. Cell adhesion molecules may regulate feather morphogenesis by straining cell motion and forming borders [30]. The studies on the mouse have shown that inhibiting Jak-STAT pathway makes hair of rapid growth [31]. ECM-receptor interaction plays a fundamental role in the morphogenesis of tissues and organs, and their main functions are the maintenance the structure of organs and functional homeostasis, and in the control of the gene expression [32]. The studies on Cashmere goat showed that high expression of ECM and cell surface proteins was essential for the rapid growth of hair follicles during the anagen phase [33].

However, in the P developmental transcriptomes, 289 GO terms are enriched in the DEGs of LPvsEP, such as SMAD protein signal transduction (GO: 0060395), which is not an enriched GO term in F libraries. SMADs are a group of signaling mediators and antagonists of the transforming growth factor-beta (TGF-beta) superfamily, as well as responding to Activin and BMPs, which play important roles in skin development. *SMAD4* affects hair follicle differentiation through regulating BMP signaling. *SMAD7* significantly has impact on the hair follicle development and differentiation by blocking the TGFbeta/Activin/BMP pathway and by inhibiting WNT/beta-catenin signaling [34]. NF-kappa B signaling pathway is significantly enriched only in the F libraries. Activation of the NF-kappaB pathway by the Edar and Edaradd is required for the development of hair follilces [35]. And NF-kappa B activation is essential for induced SHH and cyclin D1 expression and subsequent hair placode down growth [36]. In addition, there are lots of DEGs between P and F libraries, especially the DEGs from BMP, WNT and FGF families. 

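Compared between wing and abdomen at the same stage, few members of these families were DEGs. Of the 16 Wnt genes in the files, WNT3A and WNT5B were DEGs in EF versus EP. Of the 10 Frizzled genes, FZD9 was a DEG in EF versus EP, and FZD4 and FZD9 in LF versus LP. Of the 11 BMP genes and receptors, BMP3 was a DEG in EF versus EP, and BMP3 and BMP5 in LF versus LP. Of the 19 FGF genes and receptors, FGF13 and FGFR3 were DEGs in EF versus EP and FGF13 in LF versus LP. In MF versus MP the number of DEGs was 0 in each of the 4 families, in a comparison where 1076 of all genes had an unadjusted p under 0.05. Under a replicate block of same-numbered libraries, FGF13 was the only DEG of these families in MF versus MP, at -1.81. The block also changed the other stages, to 3 Wnt, 1 Frizzled, 2 BMP and 4 FGF genes in EF versus EP, with WNT11, BMP5, FGF1 and FGF14 added, and to 2 Wnt genes, WNT3A and WNT7B, in LF versus LP, where the other 3 families kept their numbers. Across genes, the deviations of same-numbered libraries from their group means were correlated between wing and abdomen at 0.0649, 0.214 and 0.417 at the early, middle and late stage. Without the block, FGF13 was lower in MF than in MP by 1.79 on the log2 scale (SE 0.35, adjusted p = 0.0597 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the stages, 6 Wnt genes were DEGs in the abdomen and 5 in the wing, 4 of them in both. For the Frizzled genes the numbers were 8, 5 and 4, for the BMP group 6, 5 and 5, and for the FGF group 8, 9 and 6. Being a DEG in 1 body part only is not a tested difference, and the interaction of body part and stage gave 0 genes of these families past the threshold, while 2292 of all genes had an unadjusted p under 0.05. In the replicate block the interaction gave 1 Wnt, 0 Frizzled, 1 BMP and 1 FGF gene, with DESeq2 it gave 3, 0, 1 and 1, and without a filter 0, 0, 0 and 1.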

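Of the genes that were DEGs between stages, 4091 were so in both body parts, 1656 only in the abdomen and 2854 only in the wing. Among the 4091, 2313 followed the same profile in both body parts and 1778 (43.5%) a different one. A direct test of whether the change over the stages differed between the body parts, the interaction in edgeR, gave 87 genes at an adjusted p under 0.05, and 2292 genes had an unadjusted p under 0.05. Of the 4091 genes, 63 passed this test, and 58 of these were among those with different profiles. The number moved most with DESeq2, which gave 750 genes, and a filter of at least 10 counts in every library gave 32. In a replicate block of same-numbered libraries the number was 593, where the deviations of same-numbered libraries from their group means were correlated between wing and abdomen at 0.0649, 0.214 and 0.417 at the early, middle and late stage. Of the 87 genes, 68 differed past the threshold in EF versus EP, 5 in MF versus MP and 26 in LF versus LP.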

The differences of DEGs are not only the numbers and varieties, even if the same DEGs possibly have different expression trends in P and F libraries. For example, *CRABP1* has been detected belonging to the profile 3 and 1 in P library and F library, respectively. 

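CRABP1, which encodes a cellular retinoic acid binding protein, followed profile 3 in the abdomen and profile 1 in the wing. Its abundance was 4.53 ± 1.29 CPM in EP, 5.83 ± 0.437 in MP and 1.38 ± 0.176 in LP, and 12.7 ± 1.27 in EF, 4.61 ± 0.116 in MF and 1.34 ± 0.628 in LF (SD, n = 2). In the abdomen it changed by a log2 fold change of 0.36 in MP versus EP (SE 0.38, adjusted p = 0.557) and of -2.07 in LP versus MP (SE 0.41, adjusted p = 0.00320) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the wing the changes were -1.46 in MF versus EF (SE 0.37) and -1.77 in LF versus MF, both past the threshold. Between body parts it was higher in EF than in EP by 1.48 (SE 0.37, edgeR's adjusted p = 0.0350 after Benjamini-Hochberg adjustment), and by 1.50 in a replicate block (edgeR's adjusted p = 0.0123), where deviations of same-numbered libraries from the group means were correlated between EF and EP at 0.0649. The later differences were -0.34 in MF versus MP and -0.04 in LF versus LP, neither past the threshold. The last of these took the other sign, 0.11, when counts were scaled by library size alone, within its SE of 0.43. The interaction of body part and stage was not past the threshold for CRABP1 (adjusted p = 0.191, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That fit had no replicate block, and a value from the block is not reported for this interaction.

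**Figure D2:**
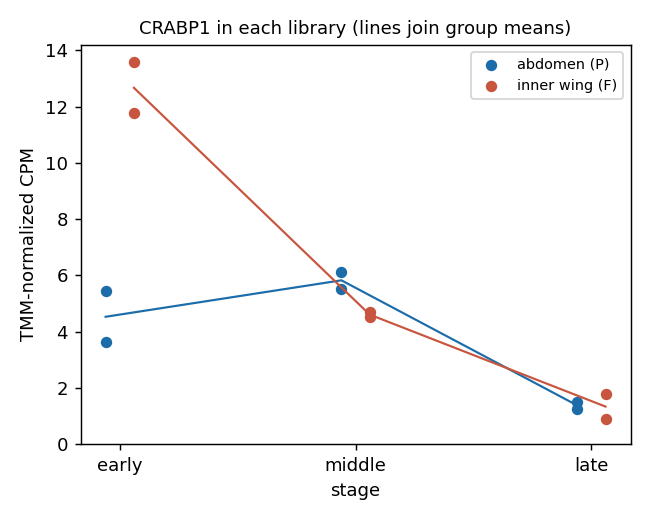
TMM-scaled CPM of CRABP1 in each of the 12 libraries, by body part and stage. The EF libraries average 12.7 CPM against 4.53 in EP, and both late groups lie lowest, at 1.38 CPM in LP and 1.34 CPM in LF.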

The differential levels of *CRABP1* and some other genes over different body regions and time would shape the anisotropic RA landscape, in order to introduce a new dimension of vane shape variations [37]. Therefore, we speculated that the existing genes construct the different gene expression networks in the skin and follicles of duck different body parts and developmental stages, so as to further differentiate into diverse feathers.

### Functional genes involved in the differentiation of plumulaceous feather and flight feather

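MGP, the gene of matrix Gla protein, was lower in the wing at each stage, with 308 ± 196 CPM in EF against 1001 ± 81.9 in EP, 265 ± 17.1 in MF against 731 ± 87.7 in MP, and 309 ± 95.6 in LF against 467 ± 145 in LP (SD, n = 2). The log2 fold change was -1.70 in EF versus EP (SE 0.41, adjusted p = 0.0277), -1.46 in MF versus MP (SE 0.40, adjusted p = 0.225) and -0.60 in LF versus LP (SE 0.40, adjusted p = 0.576) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so that MGP was a DEG at the early stage only. In a replicate block of same-numbered libraries, the change of MGP in EF versus EP was -1.86, where their deviations from the group means were correlated between EF and EP at 0.0649.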

After we thoroughly investigated the DEGs of abdomen and wing skin transcriptomes at the same physiological stages, two key genes (*MGP* and *PITX2*) were screened in the two of the three comparisons of EFvsEP, MFvsMP and LFvsLP. The interaction of matrix GLA protein (*MGP*, an inhibitory morphogen) and *BMP4* (an activating morphogen) are suggested to be important for vascular branching [38], but has not been reported to play any roles in feather morphogenesis. *MGP* is likely to facilitate rachis and barb branching in chicken feathers. The transcription factor *PITX2*, is a key factor in left-right asymmetry during the process of vertebrate development [39]. In chick embryos, early asymmetric expression of *PITX2* leads to asymmetric ovarian development [40]. Another intriguing finding of this work is the identification of a total of 39 DEGs were shared across all three comparisons (Fig. 5); of these, 38 genes have consistent expression pattern in abdomen or wing skin transcriptome (Table 6). It is very interesting to find that *HOXD10*, *HOXD11* and *FMOD* are all up-regulated in the EF, MF and LF. 

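Across the 3 comparisons of wing and abdomen, 24 genes were DEGs in every one, and all 24 were lower in the wing each time. Of the 39 genes in Table 6, 19 were among these 24. All 39 had the direction of Table 6 in each comparison, and 35 of them passed the threshold in EF versus EP, 20 in MF versus MP and 32 in LF versus LP. Pairing same-numbered libraries in a replicate block raised these numbers to 39, 37 and 39, with deviations from the group means correlated between wing and abdomen at 0.0649, 0.214 and 0.417 in the 3 comparisons. By direction, 35 of the 39 were lower and 3 higher in the wing at every stage. ACTN2 was the exception, with a log2 fold change of 1.62 in EF versus EP, -1.93 in MF versus MP and -5.45 in LF versus LP, and its counts in the EF libraries were 477 and 126. The alternative that moved the shared number most was random sampling error alone, with 224 genes, of which 51 were higher, 128 lower and 45 of mixed direction. In the replicate block 87 genes were shared, 78 of them lower in the wing. With DESeq2 the number was 91, and in fits of only the 4 libraries compared it was 6. The 5 shared genes outside Table 6 were LOC101800066, PNPLA2, KCNMA1, LOC101792626 and PLIN1.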

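HOXD10, HOXD11 and FMOD were the 3 genes of Table 6 with higher counts in the wing at every stage. HOXD11 was close to absent from the abdomen, with counts of 1 and 1 in EP, 1 and 0 in MP and 0 and 0 in LP, against 425 and 424 in EF, 60 and 14 in MF and 118 and 176 in LF. Its log2 fold change was 8.42 in EF versus EP (SE 0.82, adjusted p = 0.000597), 5.50 in MF versus MP (SE 1.00, adjusted p = 0.0532) and 10.01 in LF versus LP (SE 1.12, adjusted p = 0.000833) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. HOXD10 averaged 5.93, 4.50 and 2.19 CPM in EP, MP and LP and 27.9, 14.4 and 10.5 CPM in EF, MF and LF. The log2 fold changes of HOXD10 were 2.23, 1.67 and 2.26, with the middle one short of the test's threshold (SE 0.33, edgeR's adjusted p = 0.0645 after Benjamini-Hochberg adjustment). FMOD, the gene of fibromodulin, a collagen-binding proteoglycan, differed by 2.19 in EF versus EP, and by 1.80 and 1.35 in the later comparisons, which did not pass the test. In a replicate block of same-numbered libraries, the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in MF versus MP was 0.00412 for HOXD11 (log2 fold change 5.52), 0.0353 for HOXD10 (1.62) and 0.0158 for FMOD (1.90), and in LF versus LP it was 0.0255 for FMOD (1.41), where their deviations from the group means were correlated between wing and abdomen at 0.214 and 0.417.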

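HOXB3, HOXB4, HOXB5, HOXB6, HOXB9, HOXC10 and TBX4 were lower in the wing past the threshold in all 3 comparisons. TBX4, a T-box gene on scaffold NW_004676627 from 862254 to 895606, averaged 13.2, 7.55 and 5.20 CPM in EP, MP and LP against 0.999, 0.396 and 0.153 CPM in EF, MF and LF. Its log2 fold change was -3.71 in EF versus EP, -4.22 in MF versus MP and -5.00 in LF versus LP, with adjusted p of 0.00335, 0.0184 and 0.00265 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. HOXB4, on scaffold NW_004677837 from 287055 to 289246, differed by -2.49, -2.90 and -2.98, and its neighbour HOXB5, from 269247 to 271700, by -3.22, -3.63 and -4.39. HOXB8 was short of the threshold in EF versus EP at -1.89, and passed it at -4.84 in MF versus MP and -2.89 in LF versus LP. HOXB9, which Table 6 lists, averaged 21.0, 21.2 and 12.1 CPM in the abdomen and 1.40, 0.715 and 0.473 CPM in the wing, and differed by -3.90, -4.87 and -4.67. HOXC9, on scaffold NW_004678104 from 2721 to 5773, differed by -1.84 and -1.90 in EF versus EP and LF versus LP and by -0.70 in MF versus MP, where it did not pass the test (adjusted p = 0.799, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The feather keratin gene LOC101804574 differed by -3.14, -1.38 and -10.11 and passed the threshold in LF versus LP only. That change rested on the second LP library, with 294 counts against 1 in the first and 0 in both LF libraries, and it was -3.14 without it. The other feather keratin, LOC106016676, had 2 and 107 counts in LP and 0 and 1 in LF, and did not pass the threshold in any comparison. With a replicate block, where deviations of same-numbered libraries from their group means were correlated between wing and abdomen at 0.0649, 0.214 and 0.417, LOC106016676 passed in all 3 comparisons, LOC101804574 also in EF versus EP, and HOXB8 also in EF versus EP.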

While the other 35 genes are up-regulated in the EP, MP and LP, including eight genes belonging to *HOX* cluster (*HOXB2*, *HOXB3*, *HOXB4*, *HOXB5*, *HOXB6*, *HOXB8*, *HOXC9* and *HOXC10)*, one transcription factor *TBX4*, two feather keratin (*LOC101804574 and LOC106016676)*, as well as other genes.

**Fig. 5:**
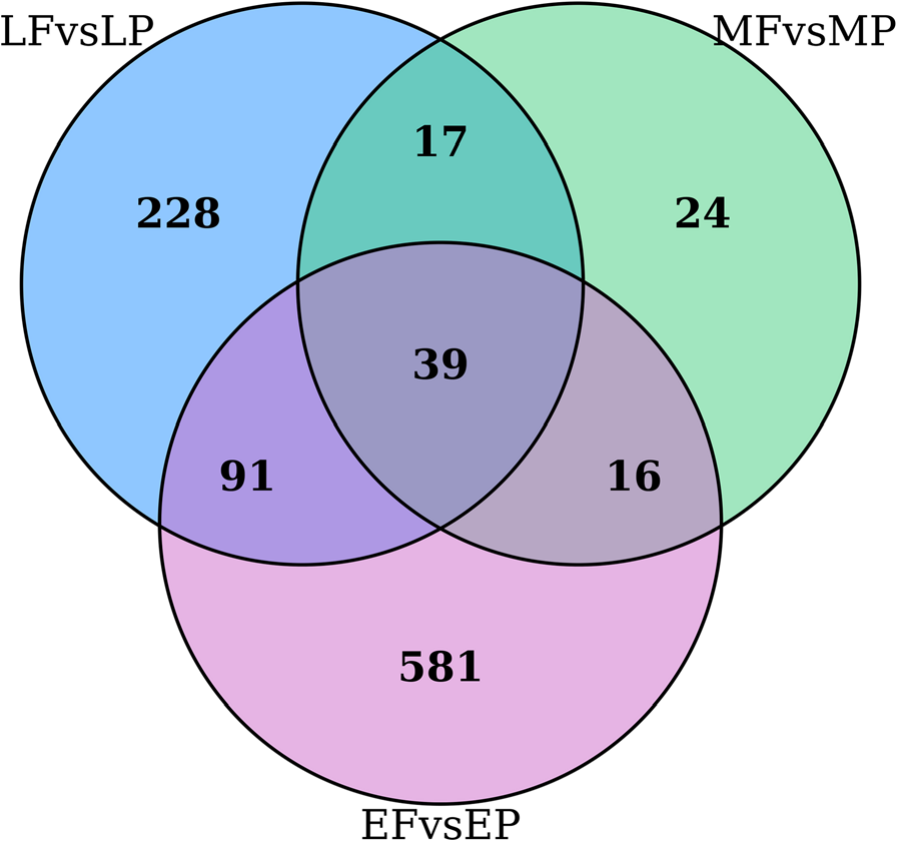
A venn diagram of the number of unique and shared DEGs in the comparisons of EF/EP, MF/MP and LF/LP

**Table 6:** 39 shared differentially expressed genes in EF/EP, MF/MP and LF/LP pairwise analysis

GeneID	FC_EF/EP_	FC_MF/MP_	FC_LF/LP_	Putative description
*HOXD10*	4.81	3.17	4.90	Homeobox protein Hox-D10
*HOXD11*	392.92	53.51	1290.81	Homeobox protein Hox-D11
*FMOD*	4.65	3.48	2.60	Fibromodulin
*HOXB2*	−5.54	−5.92	−4.16	Homeobox protein Hox-B2
*HOXB3*	−4.72	−17.62	−12.03	Homeobox protein Hox-B3
*HOXB4*	−5.52	−7.53	−7.71	Homeobox protein Hox-B4
*HOXB5*	−9.25	−12.57	−20.66	Homeobox protein Hox-B5
*HOXB6*	−3.38	−6.01	−7.74	Homeobox protein Hox-B6
*HOXB8*	−3.64	−30.29	−7.40	Homeobox protein Hox-B8
*HOXB9*	−14.69	− 29.81	− 25.00	Homeobox protein Hox-B9
*HOXC10*	−27.28	−40.96	−15.22	Homeobox protein Hox-C10
*LOC101793166*	− 129.84	−18.66	−55.71	Mid1-interacting protein 1-B-like
*TMEM255B*	−11.23	−5.52	−8.57	Transmembrane protein 255B
*TBX4*	−12.92	−19.21	−33.32	T-box transcription factor TBX4
*LOC101794524*	−4.53	−5.86	−3.67	Desmin
*SSTR2*	−29.11	−14.56	− 237.38	Somatostatin receptor 2
*SLC25A4*	−2.38	−3.47	−2.96	Solute carrier family 25 member 4
*LOC101802284*	−3.35	−2.95	−4.60	Uncharacterized LOC101802284
*LOC106017141*	−10.84	−6.88	−23.75	Chromosome unknown open reading frame, human C12orf75
*LOC101804574*	−8.64	−2.62	− 1361.13	Feather keratin Cos1–1/Cos1–3/Cos2–1
*P2RX1*	−6.61	−3.41	− 2.82	Purinergic receptor P2X, ligand-gated ion channel, 1
*HSPH1*	−4.12	−2.61	−2.31	Heat shock 105 kDa/110 kDa protein 1
*IYD*	−10.11	−6.85	− 64.88	Iodotyrosine deiodinase
*ACTG2*	−4.18	− 4.60	−2.59	Actin, gamma 2, smooth muscle, enteric
*LOC106019157*	−4.05	−5.96	−12.19	Uncharacterized LOC106019157
*LOC101804390*	−3.87	−3.42	−2.23	Glycogen phosphorylase, brain form
*CMYA5*	−10.21	−2.84	−4.72	Cardiomyopathy associated 5
*MYL9*	−4.53	−5.24	−3.02	Myosin, light chain 9, regulatory
*FHL2*	−6.06	−4.51	−4.07	Four and a half LIM domains 2
*DES*	−4.49	−6.19	−3.66	Desmin
*ACACB*	−10.59	−10.10	−23.82	Acetyl-CoA carboxylase beta
*PPP1R3C*	−2.90	−3.17	−20.93	Protein phosphatase 1, regulatory subunit 3C
*EPHX4*	−4.03	−5.89	−10.85	Epoxide hydrolase 4
*LOC101790040*	−5.23	−4.74	−4.47	Coronin-6
*G0S2*	−9.38	−4.37	−3.94	G0/G1 switch 2
*ABHD6*	−10.56	−14.66	−3.47	Abhydrolase domain containing 6
*CUTA*	−3.40	−4.31	−2.67	CutA divalent cation tolerance homolog
*LOC106016676*	−9.62	−2.57	− 118.07	Feather keratin Cos1–1/Cos1–3/Cos2–1
*ACTN2*	3.15	−3.84	−42.94	Actinin alpha 2

In the growth and development of hair follicle, HOX genes have been confirmed to express in the mice hair follicle among different developmental periods, and multiple members of HOX genes have been considered to play vital roles in the hair follicle. The spatial expression patterns of HOXA and HOXB cluster were correlated with morphological subdivision of the digestive tract along the anteroposterior axis [41]. *HOX13* is the first homeobox gene shown to have overt phenotypic effects on hair development. Abnormal expression of *HOXC13* could cause the defect of hair growth to generate hairless mice [42]. *HOXC8* was the only candidate gene examined with a strikingly altered expression pattern, which may directly influence the development of feathers, especially in terms of the morphology of the cranial feathers and thus cause the Crest phenotype in chicken [16]. *HOXB5* regulates mesodermal-epithelial crosstalk during development, and loss of its function leads to the downregulation of previously identified downstream targets of Wnt2/2b signaling, including *LEF1*, *AXIN2*, and *BMP4* [43]. 

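The files hold 37 HOX genes, of which 34 were tested and 24 were DEGs between wing and abdomen in at least 1 comparison. The HOXB genes were lower in the wing under each scaling, with 6 of the 8 tested as DEGs in EF versus EP, 6 in MF versus MP and all 8 in LF versus LP, and none was higher past the threshold. HOXC genes were also mostly lower under each scaling, with 5, 1 and 6 DEGs of the 8 tested in the 3 comparisons, and HOXC13 was higher in EF than in EP by 3.86 on the log2 scale. The HOXD DEGs lay on the other side: 6 genes, HOXD8 to HOXD13, were higher in EF than in EP, and HOXD8, HOXD10 and HOXD11 were higher in LF than in LP. Of the 10 HOXA genes, HOXA10 and HOXA11 were among those higher in EF than in EP, and HOXA10 was higher in LF than in LP. In MF versus MP the number of DEGs was 0 among the HOXA and HOXD genes, in a comparison with 1076 genes at an unadjusted p under 0.05 overall. When a replicate block paired same-numbered libraries, whose deviations from the group means were correlated between MF and MP at 0.214, the HOXA genes again gave 0 DEGs there and the HOXD genes gave 3, HOXD10 and HOXD11 higher and HOXD3 lower in the wing, while HOXB gave 8 and HOXC 3. None of the 46 HOX changes past the threshold took the other direction under an alternative scaling. HOXC10, the gene of the HOXC cluster that passed in every comparison, differed by -4.79 in EF versus EP (SE 0.76, adjusted p = 0.00425 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), by -4.54 in MF versus MP and by -3.97 in LF versus LP.

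**Figure D3:**
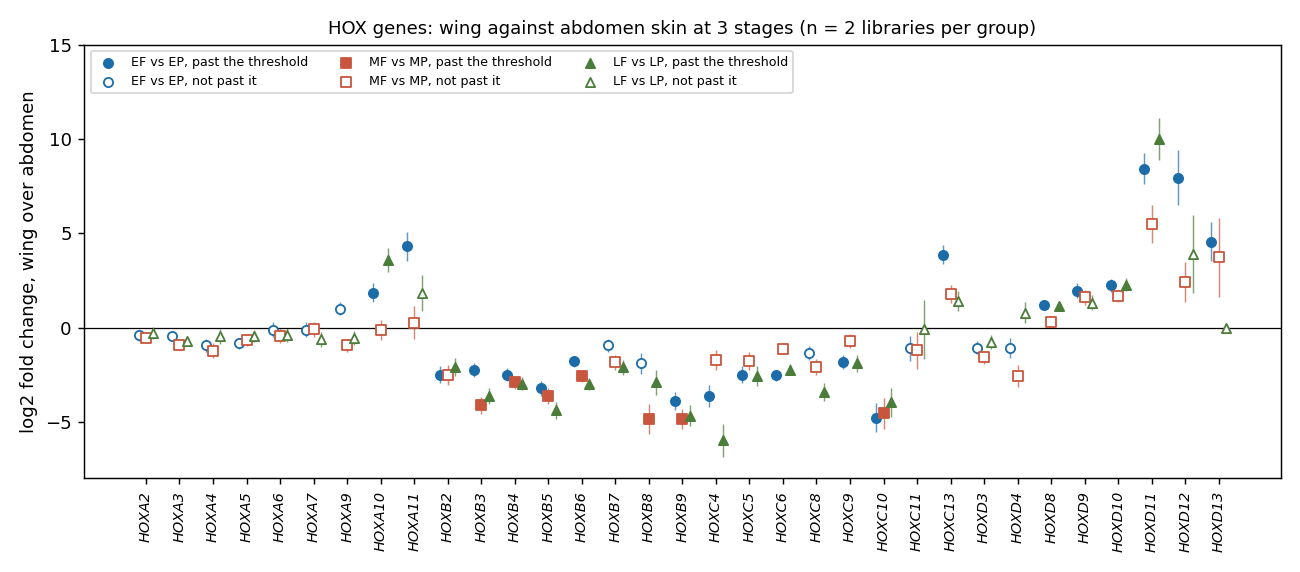
Log2 fold change of wing over abdomen (± SE, n = 2 libraries per group) for tested HOX genes at each stage, with filled points past the threshold. The filled HOXB points all lie below 0, and the filled HOXD points above it, up to 10.01 for HOXD11 in LF versus LP, and none of these changes sides under an alternative scaling.

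From the differences of the HOX clusters between the feather types at all stages, the paper proposes that they possibly take part in forming diverse feathers. Feather type and body part coincide in this design, so the HOX differences cannot be told apart from a difference of body position.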

In general, different HOX clusters have differentially expression levels between plumulaceous feather and flight feather at all three physiological stages, and they possibly participated in the formation of diverse feathers.

## Conclusions

In conclusion, we provide a new insight into transcriptional profiles of two feather types development at three stages using a genome-wide deep sequencing method. The morphogenesis and development of avian feathers are possibly regulated by a complicated process, including a series signal transduction molecules, growth factors and transcription factors, several types of cell connections, abundant members from HOX and feather keratin families. Furthermore, this study of feather transcriptional profiles is helpful in understanding the differences between the genetic mechanisms in plumulaceous and flight feathers, and for future work exploring genetic basis of feather divergence and development.

## Methods

### Ethics statement

This study was carried out in strict accordance with the recommendations of the Regulations for the Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China, revised in June 2004). Housing and caring of Cherry Valley ducks and collection of skin samples for use in the described experiments were conducted following the approved protocol of the Institutional Animal Care and Use Committees of college of Life Sciences, Shaanxi Normal University. All ducks in this study were given continuous access to a standard commercial feed ration and water. All surgery was performed under combination anesthesia, and all efforts were made to minimize suffering of animals.

### Sample rearing, sampling of and RNA extraction from skin tissues

The samples of Cherry Valley ducks were selected from Sichuan Xinmianying Farming Corporation. And we maintained all of these individuals in the same raising environment (fed with pellet feed and green vegetables) at the Institute of Zoology, Shaanxi Normal University, Xi’an, Shaanxi Province, China, in 2014. Male ducks at three different physiological stages (3-day-old, 27-day-old and 6-month-old) were selected and divided into early growth phase (E), middle growth phase (M) and late growth phase (L) groups. First, the feathers born in the abdomen and inner side of the wing at each stage were sheared and further shaved (we have not pulled out the whole feathers). Then the ducks were locally anaesthetized with pentobarbital sodium (3%, 1 ml/kg) through intraperitoneal injection to minimize the animal suffering. A piece of skin (1 cm in diameter) owing feather follicle from the abdominal and wing side were collected with scissors and forceps and immediately washed with 10 mL PBS (PH7.2) and 0.5 mM EDTA. Each sample was then placed in RNAlater (Ambion) and stored at 4 °C for 24 h first and then at − 80 °C until RNA extraction.

RNAlysis was performed using TRIzol Reagent (Invitrogen, USA) followed by isolation and purification with the RNeasy kit (Qiagen, Germany). RNA degradation and contamination was assessed on 1% agarose gel electrophoresis. RNA purity and integrity were evaluated using the NanoPhotometer spectrophotometer (IMPLEN, CA, USA) and the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), respectively.

### Library preparation and sequencing

Twelve samples with RNA integrity number (RIN) values above 7 were used for libraries construction. Sequencing libraries were generated using the IlluminaTruSeq™ RNA Sample Preparation Kit (Illumina, San Diego, USA) following the manufacturer’s recommendations. Briefly, Oligo(dT) magnetic beads were used to isolate Poly(A) mRNA from total RNA. Then purified mRNA was interrupted into fragments with divalent cations. Double-stranded cDNA was synthesized using random hexamer-primers, reverse transcriptase, DNA polymerase I and RNaseH by taking short fragments as templates. Subsequently, double-stranded cDNA was further subjected to end-repair and ligation with adapters. These modified products were purified and enriched with PCR to construct the final cDNA library. After test the quality of libraries, they were loaded onto the flow cell channels of an Illumina HiSeq™ 2000 platform and 90 bp pair-end reads were generated at BGI, Shenzhen, China.

### Sequence reads mapping and assembly

Be assembly, raw reads of fastq format were firstly filtered by removing reads containing adaptors, reads containing poly-N and low quality reads to obtain high-quality clean reads under following criteria: a. Reads contain 20% base quality lower than Q20; b. Reads length ≥ 50 bp; c. Trim N-end. At the same time, quality parameters of clean data including Q20 and GC-content were obtained. All the succeeding analyses were carried out using high quality clean reads. Clean reads were mapped to the Peking duck genome assembly BGI_duck_1.0 (GCA_000355885.1) by using TopHat2 [44] with following parameter (tophat -r 272 -a 10 -m 0 -i 31 -I 500000 --read-mismatches 3 --max-insertion-length 6 --max-deletion-length 6 --read-gap-length 7 --read-edit-dist 12 --b2-sensitive --solexa1.3-quals -p 8 --min-coverage-intron 31 --min-segment-intron 31).

### Quantification and identification of differentially expressed genes (DEGs)

The parameter FPKM (Fragments per kilobase of transcript per million mapped reads) was applied to quantify the gene expression levels by using BGI_duck_1.0 genome annotation gtf file. Gene expression calculated through FPKM could eliminate the influence of gene length and sequencing data on gene expression. HTseq [45] was used for count calculation and FPKM was calculated with NCBI gtf file through gene length annotation by domestic code. We used the calculated gene expression to compare the differences in gene expression between the skin transcriptome of abdomen and wing during three developmental stages. The DEGseq package was applied to filter the differentially expressed genes with a fold change > 2 or fold change < 0.5, and false discovery rate (FDR) < 0.05 [46, 47].

### Classification, annotation and co-expression of DEGs

Series cluster analysis was performed using STEM [48] to classify the differentially expressed genes in eight clusters based on the FPKM change tendency of genes in three developmental stages. Fisher’s exact test and the multiple comparison tests were used to calculate the significant levels of profiles [49, 50].

Gene ontology (GO) analysis was performed to facilitate elucidating the biological implications of unique genes in the significant or representative profiles, which helps us to find those GOs with more concrete function description in this study [51]. Generally, Fisher’s exact test was applied to idenfity the significant GO categories and FDR was used to correct the *p*-values. The threshod of significance was defined by p-value < 0.05 and FDR < 0.05. Within the significant category, the enrichment was given by: Enrichment = (n_f_/n)/(N_f_/N), where “N” was the number of BG genes (background-genes) which were achieved from the genome gtf file download from NCBI, “n” was the number of total DEGs or the genes we analyzed with GO annotation, “n_f_” and “N_f_” represent the DEGs and BG genes with the target GO-term annotation .

Pathway analysis was used to find out the significant pathway of the differential expressed genes according to the KEGG database. A Fisher exact test was used to find the significant enrichment pathway with the threshod of significance of p-value < 0.05 and FDR < 0.05, which helps us to find those more significant pathways in this study. The calculation method of enrichment value is similar with the GO enrichment.

Pathway-act-network analysis was performed to reveal the interactive network among the pathways with enriched DEGs based on the KEGG database, while graphical representations of the pathways were generated based on the Cytoscape software [52]. The core pathway which is related with the morphogenesis and development of feather could be identified by building the signaling pathway network.

Gene-act-net analysis was conducted to reveal the network of the DEGs based on the interactions among the genes, proteins and compounds included in the KEGG database. In the network, cycle nodes represent genes, and edges between two nodes represent interactions between genes.

Gene co-expression network analysis was performed to track the interactions among the DEGs, according to their dynamic expression changes in three developmental stages. Pearson correlation was applied to each pair of genes and the significantly correlated pairs were used to construct the network [53]. K-core scoring of a given gene, which indicates its hub or nodal status with connection to “k” other genes in a network, was introduced to locate the core regulatory genes in the network. Accordingly, the genes with largest k-core scores and highest degrees of connection were identified as “key regulatory genes” in a network [54, 55].

### Verification by quantitative real-time PCR

To assess the reliability of our sequencing and analysis by real-time quantitative PCR (RT-qPCR), we used the same RNA samples for transcriptome sequencing. For first-strand cDNA synthesis, 1 μg of total RNA was reverse-transcribed using the Transcriptor First Strand cDNA Synthesis Kit (Roche) according to the manufacturer’s protocol. In the subsequent experiments, the cDNA samples were diluted 10 times prior to qPCR. Real-time qPCR was performed using FastStart Essential DNA Green Master (Roche) on the CFX96 Real-Time System (BioRAD, USA). The reaction was performed using the following conditions: denaturation at 95 °C for 10 min, followed by 40 cycles of amplification (95 °C for 10 s, 60 °C for 15 s and 72 °C for 20 s). Relative expression was calculated by the 2-ΔΔCt method using β-actin as the reference control [56]. All primers are listed in Additional file 10: Table S5.

## Additional files

Additional file 1: **Figure S1.** Gene structure analyses of the mapped reads on different regions of the reference duck genome. (PNG 402 kb)

Additional file 2: **Figure S2.** Analysis of the gene expression correlation between the two biological replicates of six groups (EF, EP, MF, MP, LF and LP). (PNG 280 kb)

Additional file 3: **Figure S3.** Regression analysis of gene expression fold changes (FC) obtained from quantitative PCR and RNA-Seq. (PNG 35 kb)

Additional file 4: **Figure S4.** Venn diagram of the DEGs of P, F libraries. A: Venn diagram of the DEGs of P libraries (including EP/MP, MP/LP and EP/LP); B Venn diagram of the DEGs of F libraries (including EF/MF, MF/LF and EF/LF). (PNG 329 kb)

Additional file 5: **Table S1.** The detailed information regarding the identity of the expression profiles of DEGs from MPvsEP, LPvsMP and LPvsEP.

Additional file 6: **Table S2.** KEGG pathway functional enrichment analysis related with plumulaceous feather development of the DEGs of MP/EP, LP/MP and LP/EP.

Additional file 7: **Figure S5.** Pathway-act-network analysis of the plumulaceous development in Cherry Valley duck. (PNG 228 kb)

Additional file 8: **Table S3.** The detailed information regarding the identity of the expression profiles of DEGs from MFvsEF, LFvsMF and LFvsEF.

Additional file 9: **Table S4.** KEGG pathway functional enrichment analysis related with flight feather development of the DEGs of MF/EF, LF/MF and LF/EF.

Additional file 10: **Table S5.** Primers used for qPCR validation.

## Abbreviations

BMP: Bone morphogenesis protein
CAMs: Cell adhesion molecules
DEGs: Differentially expressed genes
EF: Early growth flight feathers
EP: Early growth plumulaceous feathers
FC: Fold change
FGF: Fibroblast growth factor
FPKM: Fragments per kilobase of transcript per million mapped reads
FZD: Frizzled protein
GO: Gene ontology
HOX: Homeobox
Jak-STAT: Janus kinase and the signal transducer and activator of transcription
KEGG: Kyto encyclopaedia of genes and genomes
LF: Late growth flight feathers
LP: Late growth plumulaceous feathers
MAPK: Mitogen-activated protein kinase
MF: Middle growth flight feathers
MP: Middle growth plumulaceous feathers
PDGFC: Platelet-derived growth factor C
RT-qPCR: Real-time quantitative PCR
TGF-beta: Transforming growth factor-beta; NF-kappaB
VEGF: Vascular endothelial growth factor

# Supplementary material for: Dynamic transcriptome profiling towards understanding the morphogenesis and development of diverse feather in domestic duck
**Source:** BMC Genomics. 2018 May 24;19:391. doi: 10.1186/s12864-018-4778-7
**Supplement:** Supplementary file 6 — Table S2. KEGG pathway functional enrichment analysis related with plumulaceous feather development of the DEGs of MP/EP, LP/MP and LP/EP.

Table S3 KEGG pathway functional enrichment analysis related with flight feather development of the DEGs of MFvsEF, LFvsMF and LFvsEF

| Tissue comparison | Pathway Term | Enricnment score | P-value |
| --- | --- | --- | --- |
| MFvsEF | MAPK signaling pathway | 1.37 | 0.0300 |
|  | VEGF signaling pathway | 1.60 | 0.0485 |
| LFvsMF | Jak-STAT signaling pathway | 2.41 | 5.59E-05 |
|  | Focal adhesion | 1.77 | 0.0014 |
|  | VEGF signaling pathway | 2.14 | 0.0048 |
|  | MAPK signaling pathway | 1.60 | 0.0053 |
|  | ECM-receptor interaction | 2.00 | 0.0072 |
|  | TNF signaling pathway | 1.99 | 0.0087 |
|  | Cell adhesion molecules (CAMs) | 1.66 | 0.0275 |
|  | NF-kappa B signaling pathway | 1.80 | 0.0311 |
|  | Adherens junction | 1.71 | 0.0339 |
| LFvsEF | ECM-receptor interaction | 1.96 | 0.0007 |
|  | Jak-STAT signaling pathway | 1.63 | 0.0064 |
|  | Focal adhesion | 1.42 | 0.0117 |
|  | NF-kappa B signaling pathway | 1.64 | 0.0201 |
|  | TNF signaling pathway | 1.59 | 0.0255 |

# Supplementary material for: Dynamic transcriptome profiling towards understanding the morphogenesis and development of diverse feather in domestic duck
**Source:** BMC Genomics. 2018 May 24;19:391. doi: 10.1186/s12864-018-4778-7
**Supplement:** Supplementary file 9 — Table S4. KEGG pathway functional enrichment analysis related with flight feather development of the DEGs of MF/EF, LF/MF and LF/EF.

Table S2 KEGG pathway functional enrichment analysis related with plumulaceous feather development of the DEGs of MPvsEP, LPvsMP and LPvsEP

| Tissue comparison | Pathway Term | Enricnment score | P-value |
| --- | --- | --- | --- |
| MPvsEP | VEGF signaling pathway | 2.03 | 0.0318 |
|  | MAPK signaling pathway | 1.55 | 0.0321 |
| LPvsMP | Focal adhesion | 1.69 | 0.0009 |
|  | MAPK signaling pathway | 1.59 | 0.0018 |
|  | Hedgehog signaling pathway | 2.26 | 0.0057 |
|  | Hippo signaling pathway | 1.66 | 0.0062 |
|  | Cell adhesion molecules (CAMs) | 1.65 | 0.0139 |
|  | ECM-receptor interaction | 1.68 | 0.0244 |
|  | TNF signaling pathway | 1.69 | 0.0258 |
|  | Gap junction | 1.64 | 0.0300 |
|  | Adherens junction | 1.60 | 0.0365 |
|  | Axon guidance | 1.50 | 0.0417 |
|  | Jak-STAT signaling pathway | 1.49 | 0.0481 |
| LPvsEP | Focal adhesion | 1.70 | 0.0004 |
|  | ECM-receptor interaction | 2.05 | 0.0008 |
|  | TNF signaling pathway | 1.96 | 0.0023 |
|  | Hippo signaling pathway | 1.55 | 0.0112 |
|  | Wnt signaling pathway | 1.44 | 0.0358 |

# Supplementary material for: Dynamic transcriptome profiling towards understanding the morphogenesis and development of diverse feather in domestic duck
**Source:** BMC Genomics. 2018 May 24;19:391. doi: 10.1186/s12864-018-4778-7
**Supplement:** Supplementary file 10 — Table S5. Primers used for qPCR validation.

| Table S1 Primers used for qPCR validation |
| --- |

| Gene | Primer sequences (5'-3') | Product size (bp) |
| --- | --- | --- |
| *HOXB2* | F:GAGTAGACACACACGCACGA R:AGAAAGGCAAGGTGGAGAAT | 137 |
| *HOXB3* | F:AGCCTCGTATTTGCTGGACC R:TATGGCAGAACATTGGCACC | 103 |
| *HOXB4* | F:GGACTCCAACTTTGTTCACTTG R:ATCGCTGTGGGAATACTCTTC | 112 |
| *HOXB6* | F:AGAGGAGATTCTGGACCGAG R:GAGAGACAGCGTTTGCTTATC | 171 |
| *HOXD10* | F:CAGAAGTCCAGGAGAAGGAG R:CCAGTGTTTGGTGCTTAGTG | 120 |
| *MGP* | F:AATGCGCACTCTCATCATCCT R:CAGTTTGCATGAAGCCGTTG | 144 |
| *EGFL6* | F:CAAATGGAAGGACATGCGTTGA R:ACACAGTCATAATGGCCACTGA | 155 |
| *FGF13* | F:CTGAAGCAAGTGCACCTCAA R:AATCGCCACCACTCGTAAAC | 195 |
| *ACTG2* | F:CCTTCATTGGCATGGAGTCT R:CGCGATGATTTTGATCTTCA | 200 |
| *FHL2* | F:CAAACCCGATCAGTGGTCTC R:CCTCTCTTCCCTGCCTCTTT | 197 |

How the deposited data were processed for this re-analysis (not part of the article)

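The deposited files hold the counts that the authors made with HTSeq, 1 value per gene and library, for the same genes in each of 12 libraries. Total counts per library were between 11210809 and 15973313, so that 3 counts correspond to 0.188 to 0.268 CPM. The study was planned for counts or, failing those, FPKM. As the files hold counts, the steps planned for FPKM were not used. Gene identifiers were taken as the files give them. Of these, 13552 were found as symbols in the reference gene table and 957 further LOC identifiers carry another symbol there. The table comes from another build of the duck genome and was used for names only. Scaffold positions on BGI_duck_1.0 are those of the paper's supplementary tables.

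Each library's condition was read from its label. The main comparison was a quasi-likelihood fit in edgeR 4.0.16 (limma 3.58.1, R 4.3.3) of all libraries, with TMM scaling, the tool's expression filter and Benjamini-Hochberg adjustment within each comparison, which left 15103 genes. A gene passed at an adjusted p under 0.05 and an absolute log2 fold change above 1. The log2 fold changes carry edgeR's prior count of 0.125, and log CPM values in the check of the pairing a prior count of 2. The standard error is the log2 fold change divided by the square root of the test's F value. The change over stages was compared between the body parts as an interaction in the same tool. Alternatives were DESeq2 1.42.0, scaling by library size alone, TMM factors made without the keratin genes, no filter, a filter of at least 10 counts in every library, a test with random sampling error only, a fit of only the libraries compared, a block for the replicate number, no fold change threshold, and leaving out each library in turn. The random sampling test follows the idea of the paper's DEGseq but is not that program. It scales by library total, without TMM or the expression filter. Pairs in the replicate block come from the labels, since the paper's text does not state that equal numbers mark the same duck. Between stages the block was a single term for the number over all groups, so it paired libraries of different ages. Between body parts and for the interaction it was a separate term within each stage.

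Simulated data of the same size, with 200 changed genes, were used for the main test, DESeq2 and the test with random sampling error. The changes were well past the fold change threshold, in genes with a mean of at least 1 CPM. No shift of the keratin share between groups was simulated. They were also used for the replicate block, the fit of only the 4 libraries compared and the interaction. The other alternatives were not tested on them. The main test recovered 182, called 10 unchanged genes, and called 0 where nothing had been changed. DESeq2 recovered 184 and called 33, and the test with random sampling error recovered 198 and called 614. The replicate block recovered 178 in the form used between stages and 172 in the form used between body parts. The fit of only the 4 libraries compared recovered 173. For the interaction the main test recovered 137 and called 7 unchanged genes.

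The genes named in the text follow a rule set beforehand: every gene that the paper names as differing, every HOX gene in the files, the 3 genes with the largest rise and the 3 with the largest fall past the threshold in each of the 9 comparisons whose libraries did not overlap, and the marker genes of the cell types tested. In all, 326 genes were followed, including those with a different course in the body parts. Some of these genes are not reported here. Profiles were assigned to group means in Python 3.11.15 (pandas 2.3.3, numpy 2.4.6) and figures were drawn with matplotlib 3.10.9. The design, the threshold and the alternatives were fixed before the data were examined. Gene ontology and KEGG enrichment and the co-expression networks were not analysed here, because gene membership of the terms was not at hand.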

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

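The tests of the muscle, proliferation, scaling and single-library explanations given here were chosen only after the results were seen, as was that of the adipocyte genes outside the pattern, and the test of the full adipocyte list was chosen before.

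The change over the stages differed between wing and abdomen for 87 genes by edgeR's interaction test with Benjamini-Hochberg adjustment. With TMM factors made without the keratin genes, 69 genes passed, all of them among the 87, and the number with the keratins was 1.26 times that without. TMM trims genes with extreme changes, so this comparison cannot exclude an effect of the keratins on the scaling. Under scaling by library size alone 117 genes passed, 85 of them among the 87. Total counts overlapped between the body parts at the early and late stage, but were lower in MP, at 11210809 and 11894440, than in MF, at 13747188 and 13216919, so an effect of depth at the middle stage was not excluded. At the early stage 59 of the 87 were lower and 28 higher in EF than in EP, and 68 passed the threshold there.

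ANLN, a gene of cell division, was among these genes, with an adjusted interaction p of 0.00976 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It averaged 87.1, 27.1 and 16.6 CPM in EP, MP and LP and 9.77, 40.9 and 19.9 CPM in EF, MF and LF, a log2 fold change of -3.16 in EF versus EP, with both EF libraries below both EP libraries. A list of 10 genes of proliferation, of which 90% were tested, had median log2 fold changes of -0.87 in EF versus EP, 0.34 in MF versus MP and 0.39 in LF versus LP, at percentiles 0.15, 99.38 and 99.02 of 10000 random gene lists. Of the 9 tested, 7 were lower in EF, and 9 and 8 were higher in MF and LF, so the list stands out in the other direction at the later stages. In the 3 comparisons 2, 0 and 0 of them were DEGs. Percentiles among random gene lists do not measure the spread between libraries: a list of 50 genes that rise from EP to MP reached 99.15 between the 2 MP libraries. Less cell division in the early wing samples remains a candidate explanation for the course of ANLN. A scaling error was tested too: the early median of the proliferation genes stayed negative under each scaling, at -0.773 where it came closest to 0. Whether the difference lies in the follicles at the time of sampling or in the share of follicle tissue in each sample was not tested, and the design gives no way to part them from a difference of body part.

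WIF1, an inhibitor of Wnt signalling, had an adjusted interaction p of 0.0272 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It averaged 46.9, 45.4 and 7.76 CPM in EP, MP and LP and 287, 33.0 and 17.5 CPM in EF, MF and LF, a log2 fold change of 2.62 in EF versus EP, with both EF libraries above both EP libraries. With keratin-free TMM factors its adjusted interaction p was 0.0277, and under scaling by library size alone it was 0.0342, by the same edgeR test with Benjamini-Hochberg adjustment. No biological explanation was tested for WIF1.

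ACTN2, a gene of the muscle contractile apparatus, had an adjusted interaction p of 0.00976 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was higher in EF than in EP, with a log2 fold change of 1.62, and lower in LF than in LP, at -5.45. The EF libraries held 477 and 126 counts. A list of skeletal muscle markers reached percentile 100 of random lists in EF versus EP, with a median log2 fold change of 3.21, against percentile 3.08 in MF versus MP and 94.04 in LF versus LP. Only 8 of the 15 markers (53.3%) could be tested, under the 80% used for this check. All 8 were higher in EF than in EP, 7 of them past the threshold, which goes with more skeletal muscle in the EF samples. The rise in EF cannot be told apart from more skeletal muscle in those samples.

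POMC and PENK, which the paper does not discuss, had the largest rises in MF versus MP, with log2 fold changes of 3.78 and 3.73. They were selected because they lie outside the genes of the paper and passed the threshold, with both MF libraries above both MP libraries. With each library left out in turn, the lowest of their log2 fold changes was 3.15, so no single library carries them. With scaling that left out the keratin genes, the lower of the pair was 3.72, a test with little room to differ because TMM trims extreme genes, and under scaling by library size alone, where the keratin counts enter in full, the changes were 4.01 for POMC and 3.98 for PENK. Depth was lower in MP than in MF, and its effect was not tested for this pair. Their difference between stages was not past the threshold in the interaction (adjusted p = 0.0666 for POMC and 0.0791 for PENK, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That fit had no replicate block. The block raised the number of genes passing the interaction, and its values for this pair are not reported here. A difference between wing and abdomen at the middle stage remains as a hypothesis, and the mix of cells in the samples was not tested for these genes.

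There were 5 genes past the threshold in all 3 comparisons of wing and abdomen that Table 6 does not list. PLIN1 differed by -5.80, -3.25 and -4.72, LOC101792626, which the reference names FABP4, by -3.79, -2.10 and -4.18, and PNPLA2 by -3.38, -3.02 and -4.98 in EF versus EP, MF versus MP and LF versus LP. LOC101800066 differed by -8.17, -3.75 and -5.92, and KCNMA1 by -1.48, -1.26 and -1.31. A list of 12 adipocyte markers, PLIN1 and FABP4 among them, had median log2 fold changes of -2.58, -1.29 and -2.66 over the 11 tested, at percentile 0 of random lists in every comparison. That list holds genes of the pattern itself, so the 9 tested markers that are neither shared DEGs nor in Table 6 were tested as well, and they had medians of -1.54, -1.19 and -1.96, again at percentile 0, with 4, 0 and 5 of them DEGs in the 3 comparisons (1076 of all genes had an unadjusted p under 0.05 in MF versus MP). Percentiles among random gene lists do not measure the spread between libraries of a group. More adipose tissue, and so more adipocytes, in the abdominal samples may account for the fat genes. A difference in fat between the body parts cannot be told apart from one in how deep the skin was sampled.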

How the results depend on the processing

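The use of simulated counts to account for the test with random sampling error was chosen only after the result was seen, and every alternative was set earlier. The number of DEGs between stages stayed within 1.5 times the reported number under DESeq2, each scaling, each filter, the fit of only the libraries compared and the replicate block, in all 6 comparisons. Profile 4 in the abdomen and profile 1 in the wing stayed the largest in every run made for them, from 21.0% to 26.45% and from 17.3% to 24.8%. These runs matched profiles on log2 ratios, dropped the fold change threshold, left out each library, or used genes of the paper's own DEG tables. Of those tables, 1998 genes were read for each body part, which are part of the paper's DEGs. The other alternatives were not run for the profiles.

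A test with random sampling error alone moved most counts, to 4261 DEGs in MP versus EP, 5095 in LP versus MP, 5805 in LP versus EP, 5632 in MF versus EF, 4617 in LF versus MF, 3142 in EF versus EP, 1346 in MF versus MP and 2067 in LF versus LP, with 8824 in the union of the abdomen and 224 shared by the wing and abdomen comparisons. On the simulated data that test called 614 unchanged genes, so part of these counts may come from the variation between replicates that it leaves out. The replicate block gave 1751 DEGs in EF versus EP, 183 in MF versus MP and 852 in LF versus LP, 87 shared genes and 593 genes in the interaction. DESeq2 gave 237 in MF versus MP, 833 in LF versus LP, 91 shared and 750 in the interaction. Without a filter MF versus MP had 104 DEGs, 45 genes were shared and 314 passed the interaction. With at least 10 counts in every library MF versus MP had 28 and the interaction 32. In fits of only the 4 libraries compared, LF versus LP had 28 DEGs and 6 genes were shared. Except for random sampling error, the cause was not tested.

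Among the alternatives with a test, direction changed for a single change, CRABP1 in LF versus LP. Its log2 fold change was -0.04, and 0.11 both under scaling by library size alone and under random sampling error. Both of these scale by library total, so the sign of this small value went with the scaling. Of 435 changes of named genes, 390 were past the threshold, and 338 of the 435 kept their direction and their side of it under every tested alternative. Under the fit of only the 4 libraries compared, 58 became weaker and 4 stronger. With DESeq2 9 became weaker and 18 stronger, with library size alone 13 and 4, without a filter 2 and 13, with random sampling error 2 and 25, and in the replicate block 5 and 16. With TMM factors made without the keratin genes, all 435 stayed as they were, although TMM trims genes with extreme changes and so leaves that alternative little room to differ. With each library left out in turn, 251 of the 1740 values for named genes moved by more than the spread between replicates, and 7 took the opposite sign, all in changes that were short of the threshold.

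With 1 library left out, an arm holds a single library, and no test was made there. Instead, the number of the reported DEGs that kept their direction and an absolute log2 fold change above 1 was counted, a number that can only fall. It ran from 885 to 944 in EF versus EP, from 389 to 402 in LF versus LP, from 1519 to 1719 in MP versus EP, from 3004 to 3129 in LP versus MP, from 3558 to 3681 in LP versus EP, from 3001 to 3532 in MF versus EF, from 2441 to 2591 in LF versus MF and from 3960 to 4686 in LF versus EF. All 45 DEGs of MF versus MP kept it in each of the 4 fits, and all 24 shared genes in each of the 12.

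The alternatives planned for FPKM were not run, as the files hold counts. For the interaction, leaving out a library, random sampling error alone and a fit of fewer libraries were not run. Genes that a stricter filter removed have no value under it. Depth limits the genes with few counts in 1 body part, such as HOXD11 and the keratins in LP and LF, where the size of the fold change depends on the prior count.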

Differences from the paper's values

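No test in this part was chosen after a result was seen. In MF versus MP, 45 genes were DEGs against the paper's 96. Without a filter on low counts the number was 104, which lies within 1.5 times the paper's, while the other alternatives set before the data were examined, with 237 under DESeq2, 183 in the replicate block, 28 under the filter of at least 10 counts, 1346 under random sampling error, 38 in the fit of only the 4 libraries compared, 43 under library size alone and 45 with keratin-free factors, did not close the gap. Without the filter the DEG counts of the other comparisons all moved away from the paper's, and 2 of them then differed by more than 1.5 times. These were EF versus EP, from 974 to 1184 against the paper's 727, and LF versus LP, from 420 to 604 against the paper's 375.

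The genes shared by the 3 comparisons of wing and abdomen numbered 24 against the paper's 39, and those with 1 direction numbered 24 against the paper's 38. Without a filter 45 genes were shared, all with 1 direction, which closed both gaps. Of the alternatives set before the data were examined, no other came within 1.5 times the paper's number of shared genes. They included 91 shared under DESeq2, 87 in the replicate block, 16 under the filter of at least 10 counts, 224 under random sampling error and 6 in the fits of only the 4 libraries compared.

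Of the 117 fold changes of Table 6 that were compared, 5 differed by more than the replicate SD, and 0 had another sign. HOXD11 in EF versus EP was 341-fold higher against the paper's 392.92, and DESeq2, at 393, closed the gap. HOXD11 in LF versus LP was 1030.4-fold higher against the paper's 1290.81, and library size alone (1060.3) and the fit of only the 4 libraries compared (1118) came within the SD of the paper's value, with most of the gap left. The gene had no count in either LP library, so the size of this fold change depends on the prior count. How near it comes to the paper's value therefore cannot be judged. HOXB4 in EF versus EP was -5.63 against the paper's -5.52, and DESeq2 (-5.51), keratin-free factors (-5.46), no filter (-5.54) and the fit of only the 4 libraries compared (-5.45) closed it. The value in the replicate block was -5.63 as well and did not move towards the paper's, although on the log2 scale (-2.4923 against -2.4924) it lies just inside the SD of 0.0277. HOXC10 in MF versus MP was -23.3 against the paper's -40.96, and PPP1R3C in LF versus LP was -2.95 against the paper's -20.93, and none of the alternatives set before the data were examined closed the gap in HOXC10 or PPP1R3C. Under DESeq2 the median absolute difference from Table 6 was 0.0017 on the log2 scale, against 0.0262 with TMM scaling.

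The paper names FZD genes of the abdominal network without FZD6, which here was a DEG with a log2 fold change of 1.32 in MP versus EP. DVL1 is given by the paper as specific to the flight feather, and here it passed the threshold in MP versus EP as well, at 1.07. The paper counts MGP as a DEG at more than the early stage, and here it passed only in EF versus EP, with -1.46 in MF versus MP. BMP5, drawn in Fig. 3a among the DEGs of the abdomen, was not a DEG in any comparison between abdominal stages. For LF versus MF, Fig. 1 gives more genes as higher than lower, and here 1149 were higher and 1549 lower. The text names HOXC9 where Table 6 names HOXB9; HOXC9 changed by -0.70 in MF versus MP and HOXB9 by -4.87. Of the genes that Table 6 lists as changed in all comparisons, 20 fell short of the threshold in at least 1, HOXD10, HOXD11 and FMOD among them in MF versus MP. In the replicate block 39 of them passed in EF versus EP, 37 in MF versus MP, with HOXD10, HOXD11 and FMOD included, and 39 in LF versus LP.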

Other observations

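The carry-over tests, the random sampling test and the test of the growing-feather genes were chosen only after the results were seen, and the tests of muscle, adipocyte and keratin scaling were chosen before.

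The second LP library held more keratin counts than the first, 23993 against 7420 over the 30 genes of Table 3. If RNA of an MP or EP library had carried over into it, the ratio of its keratin counts to those of that library would be nearly constant over the genes. The ratio of the 90th to the 10th percentile gene was 158 against MP and 28.1 against EP, which speaks against a carry-over from either. If the library held growing follicles, other genes that rise at the middle stage would be higher in it as well. The 50 genes with the largest rise from EP to MP, keratins left out, were higher in the second LP library, at percentile 94.2 of random lists, short of the 97.5 set for this test. The same genes reached percentiles of 99.15 between the MP and 99.99 between the MF libraries, where the keratins differed less, so the measure does not follow the explanation and cannot tell. On the first axis of the multidimensional scaling the second LP library stood at -1.45 and the first at -2.85, with MP at 2.55 and 2.81. Growing follicles are neither shown nor excluded, and the keratin difference between the LP libraries remains unexplained.

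The genes that are lower in the wing at each stage in Table 6 include genes of smooth muscle. Outside Table 6, a list of smooth muscle markers had median log2 fold changes of -1.99 in EF versus EP, -1.25 in MF versus MP and -1.12 in LF versus LP, and its highest percentile among random lists was 0.23. The percentile among random lists does not measure the spread between libraries of a group. More smooth muscle in the abdominal samples may account for part of these genes. The skeletal muscle list reached percentile 100 in its highest comparison, EF versus EP, with all 8 tested markers higher in the wing. At that stage the tested markers (53.3% of the list) run against skeletal muscle as a source of genes lower in the wing. The later stages are left open. For adipocytes, whose list stood at percentile 0 throughout, a larger share in the abdominal samples is a candidate explanation as well. The share of a tissue in a sample and a difference in expression within a tissue cannot be told apart with these libraries.

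The keratins take up to 19.5% of the counts of a library, which could shift the scaling of all other genes. Over the 6 comparisons between stages, the numbers of DEGs with and without keratin genes in the scaling differed by a factor of 1.01 at most. TMM trims genes with extreme changes, so this test had little room to come out otherwise and does not rule the explanation out. Under scaling by library size alone, where the keratin counts enter in full, the balance in MP versus EP turned. It went from 1080 higher and 696 lower to 828 higher and 1499 lower. DESeq2 gave 1246 higher and 865 lower, and keratin-free TMM factors gave 1103 and 660. The balance in that comparison thus turned only where counts were scaled by library total.

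The test with random sampling error alone called 5805 DEGs in LP versus EP against 3867 with the variation between replicates in the test. On simulated counts with that variation and no change between the groups, it called 578 genes, which is 9.96% of its calls in LP versus EP. Part of its additional DEGs may thus come from the variation between replicates that it leaves out. Its scaling by library total and its lack of a filter were not tested apart from this.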
